# Genome-wide identification of altered RNA m^6^A profiles in vascular tissue of septic rats

**DOI:** 10.18632/aging.203506

**Published:** 2021-09-10

**Authors:** Zhu-Jun Shen, Ye-Chen Han, Mu-Wen Nie, Yi-Ning Wang, Ruo-Lan Xiang, Hong-Zhi Xie

**Keywords:** N6-methyladenosine, sepsis, aorta

## Abstract

Sepsis is the leading cause of death in hospital intensive care units. In light of recent studies showing that variations in N^6^-methyladenosine (m^6^A) levels in different RNA transcripts influence inflammatory responses, we evaluated the m^6^A profiles of rat aortic mRNAs and lncRNAs after lipopolysaccharide (LPS)-induced sepsis. LC-MS-based mRNA modification analysis showed that global m6A levels were significantly decreased in aortic tissue of rats injected intraperitoneally with LPS. This finding was consistent with downregulated expression of METTL3 and WTAP, two members of the m^6^A writer complex, in LPS-exposed aortas. Microarray analysis of m^6^A methylation indicated that 40 transcripts (31 mRNAs and 9 lncRNAs) were hypermethylated, while 223 transcripts (156 mRNAs and 67 lncRNAs) were hypomethylated, in aortic tissue from LPS-treated rats. On GO and KEGG analyses, ‘complement and coagulation cascades’, ‘transient receptor potential channels’, and ‘organic anion transmembrane transporter activity’ were the major biological processes modulated by the differentially m^6^A methylated mRNAs. In turn, competing endogenous RNA network analysis suggested that decreased m^6^A levels in lncRNA-XR_343955 may affect the inflammatory response through the cell adhesion molecule pathway. Our data suggest that therapeutic modulation of the cellular m^6^A machinery may be useful to preserve vascular integrity and function during sepsis.

## INTRODUCTION

Organ damage and septic shock are two major contributing factors to the high mortality associated with sepsis, a syndrome characterized by a disproportionate host immune response to infectious injury [1–3]. The sepsis-related mortality rate is exacerbated by septic shock, which causes circulatory failure, leading to organ hypoperfusion and ultimately organ failure. Adequate organ perfusion is largely dependent on normal diastolic blood pressure, which is influenced by cardiac output and thickness and elasticity of the aortic wall and peripheral vessels. Although aortic dysfunction is known to aggravate sepsis progression, the mechanisms responsible for aortic injury during sepsis remain insufficiently characterized [4].

Recent studies have uncovered approximately 100 different chemical modifications of RNAs that potentially affect, without altering their specific sequences, their folding and structure, stability, and function. The N^6^-methyladenosine (m^6^A) modification is the most abundant internal modification in mRNAs and occurs also in most non-coding RNA species, including long non-coding RNAs (lncRNAs). Accumulating evidence indicates a relevant role for m^6^A methylation in several gene expression steps, affecting transcript stability, export, splicing, and translation [5, 6]. The m^6^A modification is reversible and depends on the activity of methylases, demethylases, and adapter proteins termed m^6^A “writers”, “readers”, and “erasers” that mediate respectively the methylation, functional properties, and demethylation of the target RNAs [7, 8].

Changes in the m^6^A profile of various RNAs were shown to modulate many physiological and biological processes and to contribute to the pathogenesis of cardiovascular diseases [9, 10]. However, there is scarce information about m^6^A alterations in mRNAs and lncRNAs during sepsis, particularly in vascular tissues [11]. Therefore, we performed genome-wide screening of m^6^A modifications in lncRNAs and mRNAs from aortic tissues of septic rats and inferred, through bioinformatics analyses, the potential implications of the observed changes. Our findings may help identify new therapeutic targets to reduce the morbidity and mortality associated with septic syndromes.

## RESULTS

### Sepsis decreases global mRNA m^6^A levels in the rat aorta

To evaluate potential changes in the m^6^A profile of aortic RNA species following sepsis, an intraperitoneal injection of lipopolysaccharide (LPS) was applied to rats to establish a sepsis model. Twenty-four h after LPS injection, mean arterial pressure (MAP) decreased by 30% relative to baseline. There was no significant change in MAP in rats injected with saline (control). The aortic tissues were carefully removed from rats after 24 hours of LPS/saline injection. LC-MS-based mRNA modification analysis was next used to detect global m^6^A levels in aortic mRNA. The results showed that the abundance of m^6^A sites was significantly decreased in the LPS group compared with the control group (Figure 1).

**Figure 1:**
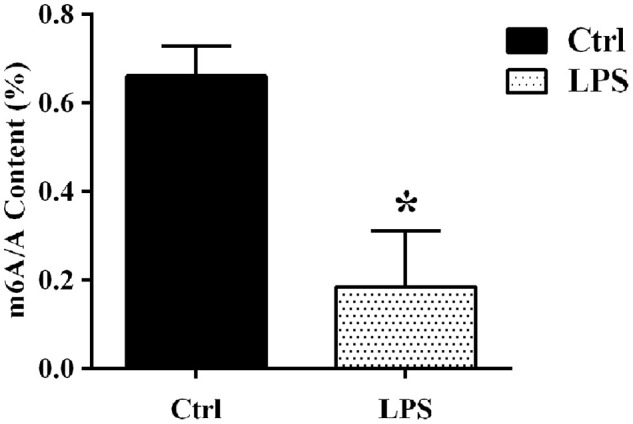
**LC-MS-based analysis of sepsis-induced alterations in m^6^A levels in aortic mRNAs.** Ctrl, control.

### Microarray-based analysis of differentially m^6^A-modified mRNAs and lncRNAs

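Aortic RNA of 8 rats was compared, from 4 rats taken 24 h after an intraperitoneal injection of LPS (10 mg/kg) and 4 rats given saline (Ctrl). An anti-m6A antibody separated the RNA of each rat into an immunoprecipitated fraction (IP), which holds the m6A-modified RNA, and a supernatant (Sup), which holds the unmodified RNA. IP labeled with Cy5 and Sup labeled with Cy3 from the same rat were hybridized together on an Arraystar Rat mRNA and lncRNA Epitranscriptomic Microarray. The authors deposited the Agilent Feature Extraction output of each array under an IP label and again under a Sup label. The values under both labels were identical for all 8 arrays, which were therefore counted once each (n = 4 arrays per group). Each array has 44393 spots, with 41218 probes outside the controls and the 102 spike-in probes. Of these, 28015 belong to the mRNA series of probe identifiers, 10616 to the lncRNA series and 2505 to a series that could not be assigned to either class. In the IP channel, 29692 to 32502 probes were well above background on the LPS arrays (median 30433) and 28825 to 32115 on the Ctrl arrays (median 30422). In the Sup channel, 26484 to 28799 probes were well above background on the LPS arrays and 25115 to 26793 on the Ctrl arrays (exact permutation test, two-sided, p = 0.0571). The median signal over the probes of an array, in scanner intensity units, was 42.5 for IP and 25 for Sup in the LPS group, over local backgrounds of 16 and 9. In the Ctrl group it was 36.25 for IP and 21 for Sup, over backgrounds of 14.25 and 10. No spot was saturated, and the number of arrays limits the precision. The authors' deposited values are log2 processed signals from which a constant was subtracted for each channel of each array. Here, the median signals of the scanner output were taken on the log2 scale and the mean over all spike-in spots of the same channel was subtracted. The m6A level of a probe is IP/(IP + Sup) of these normalized intensities, as a percentage. The median signals still contain the background, so the m6A level of a dim probe is drawn toward the level that background alone would give. Spots marked as outliers were left out, and probes positive and significant in both channels on at least 4 of the 8 arrays were tested with limma on the log2 of the m6A level. The 4 LPS arrays were read in 1 scan and the 4 Ctrl arrays in another, so scan and group cannot be told apart.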

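The filter left 34585 probes, 25105 for mRNAs and 7356 for lncRNAs among them. At a fold change of 1.5 and an unadjusted P of 0.05, the threshold given in the methods, limma called 83 mRNAs and 16 lncRNAs differentially m6A-modified between the LPS and Ctrl groups. For 72 of these 99 transcripts (72.7%) the values of the 4 LPS rats and the 4 Ctrl rats did not overlap, but they had been chosen for differing between these same groups, so that share has no chance value to be set against. Over all probes tested, whatever their change, 9.32% did not overlap, where chance gives 2.86%. That share was not compared with other divisions of the 8 arrays into 4 and 4, so its excess decides nothing. The count moved most with the signal used. It fell to 11 with normexp background correction and rose to 382 with the processed signals of Feature Extraction. The normexp correction added an offset of 50 to each channel, more than the median signal of either channel in either group. That offset draws the m6A levels of dim probes together, so the loss of calls cannot be put down to background alone. With 1 rat left out at a time the count lay between 82 (without Ctrl rat 17) and 248 (without Ctrl rat 20). With the authors' deposited values, the methods' t-test and probes well above background in each channel on at least 4 of the 8 arrays, 187 mRNAs and 76 lncRNAs were called. That filter was chosen after the values had been seen, by comparing filters with the numbers of transcripts in the paper.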

After antibody-based m^6^A labeling and immunoprecipitation of total aortic RNA, microarray analysis revealed that a total of 263 transcripts (187 mRNAs and 76 lncRNAs) in the LPS group had significantly altered (fold change > 1.5; *P* < 0.05) m^6^A abundance compared with the control group. Among these differentially m^6^A-modified transcripts, 84.8% (156 mRNAs and 67 lncRNAs) showed downregulated m^6^A levels, whereas the remaining 15.2% (31 mRNAs and 9 lncRNAs) showed instead upregulated m^6^A levels. 

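In the median signals, 80 of the called mRNAs and 15 of the called lncRNAs were hypomethylated in the LPS group, and 3 mRNAs and 1 lncRNA were hypermethylated, so that 96.0% of the calls were hypomethylated. Of the hypomethylated calls, 42 also passed a Benjamini-Hochberg adjusted p of 0.05 in limma, as did 3 of the 4 hypermethylated ones. The share of hypomethylated calls was 78.0% with each channel scaled to its own median in place of the spike-ins, 84.6% with loess within arrays and 82.1% with the deposited values. It was lower, at 62.9%, with background-subtracted signals and at 63.1% with processed signals, both scaled to the spike-ins. Over all probes tested no difference between the groups was detectable in the median m6A level. The median m6A level of an array was 53.3% ± 0.902 (SD, n = 4) in the LPS group and 54.3% ± 1.1 (SD, n = 4) in the Ctrl group, a difference of -1.06 percentage points (exact permutation test, two-sided, p = 0.257). This difference changed sign with processed signals, to 0.381, and was -2.26 over the probes well above background in both channels on at least 4 of the 8 arrays (exact permutation test, two-sided, p = 0.114). By LC-MS the paper found significantly lower global m6A in the aortic mRNA of the LPS group. The median over probes weighs each probe alike and does not measure that abundance, so it does not speak against the LC-MS result. The paper proposes that the predominant demethylation is due in part to lower expression of METTL3 and WTAP, which it measured by qPCR.

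**Figure D1:**
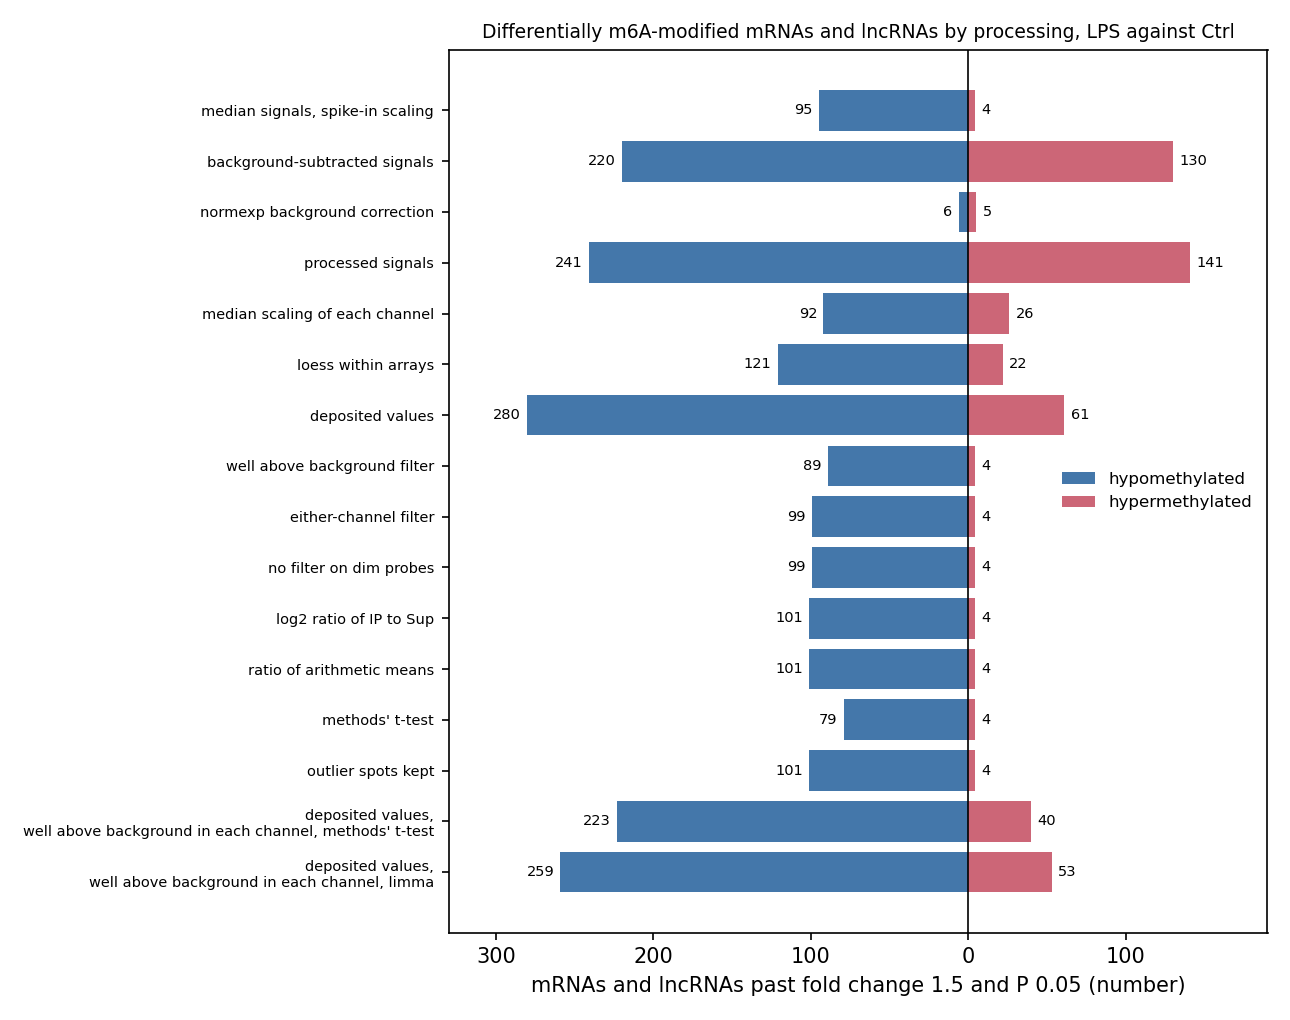
Number of mRNAs and lncRNAs called hypomethylated (bars to the left) or hypermethylated (bars to the right) in the LPS group against the Ctrl group (n = 4 arrays each), for each way of processing the arrays. Hypomethylated calls outnumber hypermethylated calls in every bar pair, by 95 to 4 in the median signals and by 6 to 5 with normexp background correction.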

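Supplementary Tables 1 and 2 of the paper list 39 transcripts by m6A fold change. Their probes were found by matching the fold change and P of each listed transcript to those computed from the authors' deposited values, so they are no independent sample of the arrays. In the median signals all 39 changed in the direction of their listed fold change. Of these, 16 passed the fold change and P threshold, and 17 passed an adjusted p of 0.05 (limma, Benjamini-Hochberg). Together with Table 1 these are 46 transcripts, of which 20 passed the adjusted p with all rats. Without Ctrl rat 17 or 18, 0 of the 46 passed it, and without Ctrl rat 20, 23 did. Both channels were well above background on all 8 arrays for 21 of the 39. Log2 fold changes lay between 0.20 and 0.55 for the 9 lncRNAs listed with a fold change above 1, and 0 of them passed the fold change of 1.5, with an unadjusted P under 0.05 in limma for 8. They lay between -0.90 and -0.22 for the 10 lncRNAs listed below 1, of which 5 were called. They lay between 0.27 and 0.72 for the 10 mRNAs listed above 1, with 2 called, and between -1.77 and -0.69 for the 10 mRNAs listed below 1, with 9 called. For LOC690414, LOC102549203, Reg1a and Fabp1 among them the Sup signal was not well above background on any Ctrl array, so their fold changes rest on background. With the deposited values, all of the 39 were called, and with normexp background correction Slpil3, Slpi and LOC498265 were. Among called transcripts whose groups did not overlap, the lowest log2 fold change was that of Slpil3, whose m6A level was 10.7% ± 4.31 in the LPS group and 35.6% ± 10.5 in the Ctrl group (SD, n = 4; log2 fold change -1.77, adjusted p = 0.0328, limma, Benjamini-Hochberg). The mRNA probe ASRN6AP1B10275890911, which has no name here, came next after Slpil3 and Slpi, with 13.0% ± 4.81 against 37.7% ± 5.43 (log2 fold change -1.61, standard error 0.240), though its IP signal was well above background on 1 of the 4 Ctrl arrays. The highest was LOC680875, at 76.5% ± 4.76 in the LPS group and 46.7% ± 5.73 in the Ctrl group (log2 fold change 0.72, standard error 0.0900, adjusted p = 0.0275, limma, Benjamini-Hochberg).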

Based on m^6^A fold-change ranking, information on 19 lncRNAs (the 9 hypermethylated and the top 10 hypomethylated ones) and 20 mRNAs (top 10 hypo- and hypermethylated mRNA transcripts) is provided in Supplementary Tables 1, 2. 

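Hierarchical clustering on the m6A levels of the called transcripts (Euclidean distance, complete linkage, each transcript standardized) was run over 81 mRNAs and, separately, 16 lncRNAs with values on all 8 arrays. In both, the first branch separated the 4 LPS arrays from the 4 Ctrl arrays. The same separation came from all 97 together, and from 1 minus the Pearson correlation with average linkage. These transcripts had been chosen for differing between the groups. Over all 34504 tested probes with complete values, whatever their change, the first branch set 3 LPS arrays apart from the fourth LPS array and the 4 Ctrl arrays.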

The mRNAs and lncRNAs with significantly altered m^6^A profiles were then lined up for cluster analysis according to the similarity of their m^6^A methylation levels and the closeness of their relationship. Variations in m^6^A patterns between the two groups are depicted in Figure 2 using volcano plots.

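In the limma fit, 5252 of the 34585 probes (15.2%) had an unadjusted P under 0.05, where 1729.25 would be expected without any difference. Another division of the arrays, which mixed LPS and Ctrl, reached 5470, so this excess decides nothing. After Benjamini-Hochberg adjustment, limma left 431 probes under an adjusted p of 0.05, the lowest being 0.000274. The median log2 fold change was -0.04 over all probes, -0.04 over mRNAs and -0.01 over lncRNAs, so the called transcripts lie at the edges of a distribution centered near 0. The number past the adjusted p was unstable when an array was removed. It was between 1 and 594 with 1 rat left out at a time, lowest without Ctrl rat 18 and highest without LPS rat 3. Removing any rat other than LPS rat 3 or Ctrl rat 20 left at most 8, so no single rat carries the number. The loss of power with fewer arrays was not told apart from the influence of a rat. With the methods' t-test on the same m6A levels 1 probe passed after Benjamini-Hochberg adjustment, and 4994 had an unadjusted P under 0.05.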

**Figure 2:**
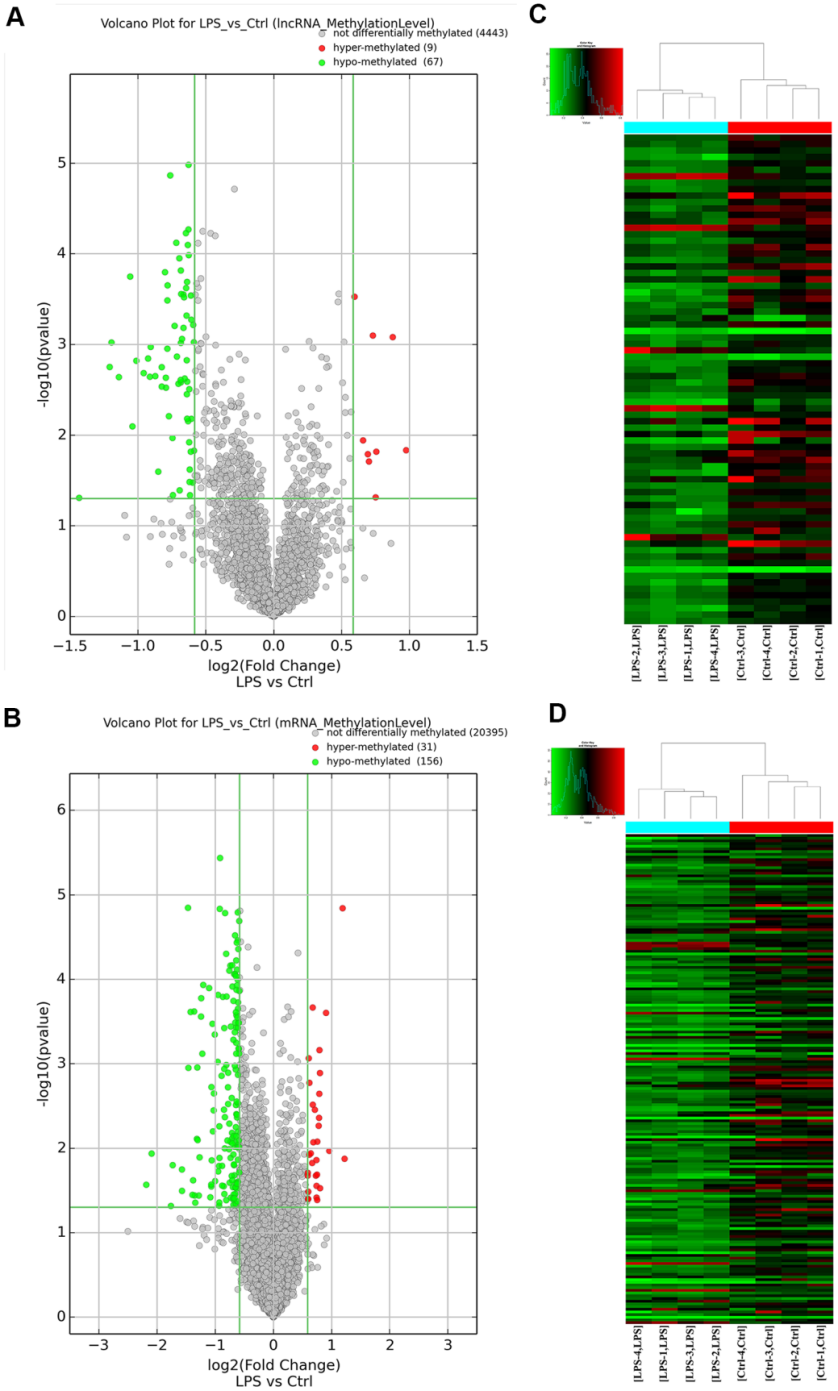
**Overview of the m^6^A methylation map in aortic tissues.** (**A**) Scatter plots showing differentially methylated lncRNAs. (**B**) Scatter plots showing differentially methylated mRNAs. (**C**) Hierarchical clustering analysis of lncRNAs with significantly altered m^6^A levels. (**D**) Hierarchical clustering analysis of mRNAs with significantly altered m^6^A levels. Ctrl, control.

### GO and KEGG analysis of differentially methylated mRNAs

We performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of the 31 m^6^A hypermethylated and the 156 m^6^A hypomethylated mRNAs obtained by microarray. Among the enriched GO terms for the 31 m^6^A hypermethylated mRNAs, ‘defense response’ in BP, ‘extracellular space’ in CC, and ‘calmodulin-dependent protein kinase activity’ in MF had the highest enrichment scores (Figure 3A, Supplementary Table 3). In turn, the most enriched GO terms for the 156 m^6^A hypomethylated mRNAs included ‘interspecies interaction between organisms’ in BP, ‘extracellular space’ in CC, and ‘organic anion transmembrane transporter activity’ in MF (Figure 3B, Supplementary Table 4). 

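Of the mRNAs listed for these terms, Tnfrsf26, Card9 and Ptk2b (defense response), Bglap (extracellular space) and Camkk2 and Ptk2b (calmodulin-dependent protein kinase activity) could be followed on the arrays. F12 and Kng1, listed for defense response and extracellular space as well, also have named probes. Each of the others had a higher mean m6A level in the LPS group, with an unadjusted P under 0.05 in limma. In the median signals 0 of them passed the fold change of 1.5, while all were called with the deposited values. The m6A level of Card9 was 73.2% ± 5.95 in the LPS group and 53.0% ± 7.90 in the Ctrl group (SD, n = 4; log2 fold change 0.48, standard error 0.106, adjusted p = 0.0788, limma with Benjamini-Hochberg adjustment), with no overlap between the groups. Camkk2 has probes for separate transcripts. Its levels were 76.9% ± 2.20 against 55.3% ± 8.98 for NM_031338 (log2 fold change 0.49) and 75.7% ± 3.80 against 53.8% ± 8.21 for ENSRNOT00000001774 (log2 fold change 0.50). Neither passed adjustment in limma (Benjamini-Hochberg adjusted p = 0.0681 and 0.0579). For Tnfrsf26 the level was 48.8% ± 5.11 in the LPS group and 33.9% ± 8.66 in the Ctrl group, with overlapping groups (log2 fold change 0.56, standard error 0.172). Bglap had 52.3% ± 3.82 against 42.3% ± 5.35 (log2 fold change 0.31), with a Sup signal well above background on 1 of the 4 LPS arrays. Ptk2b showed the smallest change, 35.2% ± 2.17 against 29.3% ± 4.26 (log2 fold change 0.27, standard error 0.105), and its lowest Ctrl value came from rat 18, at 23.0%. Without that rat the log2 fold change was 0.16.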

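The m6A levels of several listed mRNAs fell by more than the spread between rats. Among the mRNAs listed for interspecies interaction, Slpi had an m6A level of 11.8% ± 4.86 in the LPS group and 36.4% ± 11.5 in the Ctrl group (SD, n = 4; log2 fold change -1.66, standard error 0.310, adjusted p = 0.0419, limma with Benjamini-Hochberg adjustment). Its total signal, IP and Sup together, rose by 5.79 on the log2 scale (standard error 0.537). RatNP-3b had 15.5% ± 6.58 against 43.0% ± 12.3 (log2 fold change -1.54, standard error 0.354). The groups did not overlap, but its Sup signal was well above background on 2 of the 4 Ctrl arrays and it did not pass adjustment (adjusted p = 0.0879, limma, Benjamini-Hochberg). Np4 had 27.3% ± 1.30 against 46.5% ± 9.19, with each channel well above background on 1 Ctrl array. Reg1a was not well above background in either channel on any Ctrl array, so no Ctrl m6A level is given for it. In the LPS group its level was 28.8% ± 6.51. Hpx, listed under extracellular space, had 37.1% ± 4.09 in the LPS group and 69.8% ± 2.85 in the Ctrl group (log2 fold change -0.92, standard error 0.0807, adjusted p = 0.0118, limma with Benjamini-Hochberg adjustment), with both channels well above background on all 8 arrays. Its total signal rose by 3.12 on the log2 scale. With normexp background correction Slpi was called, and RatNP-3b, Np4, Reg1a and Hpx were not. The genes listed for organic anion transmembrane transporter activity were not analysed here, because their probes could not be named.

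**Figure D2:**
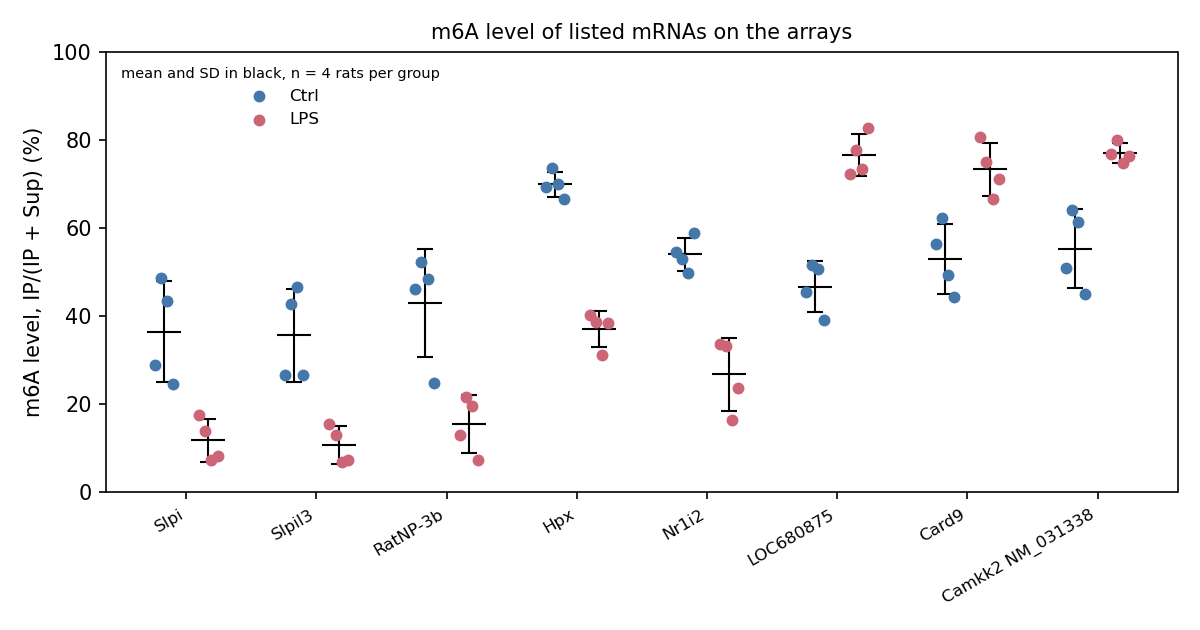
m6A level, IP/(IP + Sup) in percent, of listed mRNAs on each array of the LPS and Ctrl groups, with mean and SD in black (n = 4 rats per group). For Slpi the LPS rats lie between 7.36% and 17.6% and the Ctrl rats between 24.6% and 48.7%, while for LOC680875 the LPS rats lie between 72.3% and 82.8%, above all Ctrl rats.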

Meanwhile, KEGG analysis of the 31 m^6^A hypermethylated mRNAs revealed significant enrichment in ‘complement and coagulation cascades’, ‘inflammatory mediator regulation of transient receptor potential (TRP) channels’, and ‘neuroactive ligand-receptor interaction’ pathways (Figure 3C). 

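Of the mRNAs listed for these pathways, F12 and Kng1 could be followed on the arrays. The m6A level of F12 was 56.0% ± 8.95 in the LPS group and 40.9% ± 4.96 in the Ctrl group (SD, n = 4), with overlapping groups. Its log2 fold change was 0.45 (standard error 0.126, adjusted p = 0.156, limma with Benjamini-Hochberg adjustment), under the 1.5-fold limit in the median signals and past it with the deposited values. The total signal of F12 rose by 1.76 on the log2 scale (standard error 0.340). For Kng1 the Sup signal was not well above background on any of the 4 Ctrl arrays, so its m6A level in the Ctrl group is not given. BDKRB1, SERPING1 and LTB4R were not analysed here.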

Among the 156 m^6^A hypomethylated mRNAs, nine pathways were enriched, with top scores retrieved for ‘chemokine signaling pathway’ and ‘cytokine-cytokine receptor interaction’ (Figure 3D, Supplementary Table 5).

**Figure 3:**
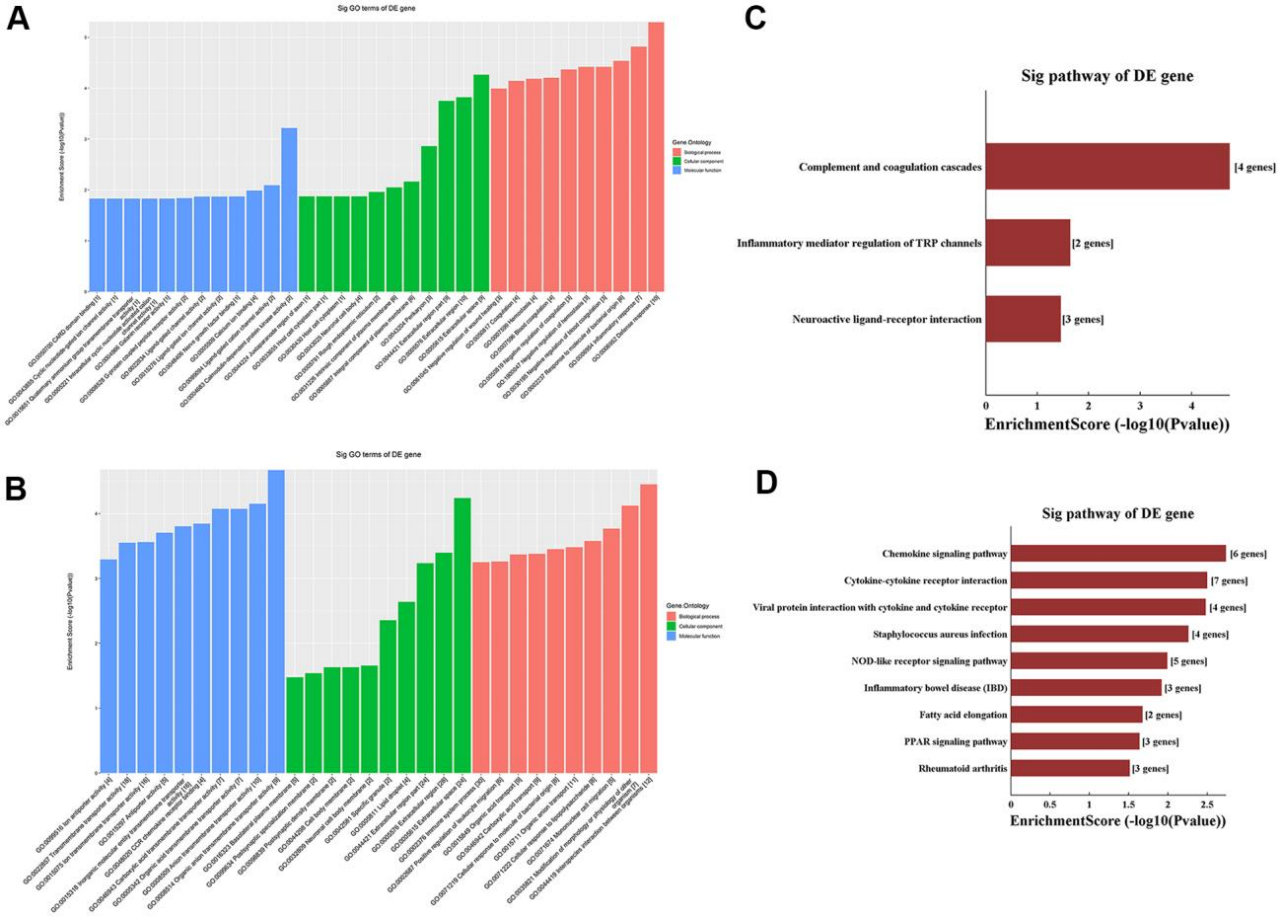
**Functional enrichment analysis of differentially methylated mRNAs.** (**A**) Top ten GO terms for hypermethylated mRNAs. (**B**) Top ten GO terms for hypomethylated mRNAs. (**C**) Top ten KEGG pathways for hypermethylated mRNAs. (**D**) Top ten KEGG pathways for hypomethylated mRNAs.

### M^6^A single-base site qPCR with MazF treatment

Based on information in the SRAMP database, we performed motif analysis of m^6^A ACA sequences in the differentially m^6^A methylated lncRNAs and mRNAs detected by microarray and verified the presence of m^6^A-modified sites by qRT-PCR using the MazF enzyme treatment method. 

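The microarray values of 4 of the lncRNAs in Table 1 of the paper, XR_595034, XR_593937, XR_353597 and XR_595701, did not overlap between LPS and Ctrl rats. XR_595034 had an m6A level of 71.6% ± 5.92 in the LPS group and 49.5% ± 5.22 in the Ctrl group (SD, n = 4; log2 fold change 0.54, adjusted p = 0.0304, limma, Benjamini-Hochberg). XR_593937 had 36.3% ± 2.71 against 48.9% ± 0.742, with its Sup signal well above background on 1 of the 4 Ctrl arrays (log2 fold change -0.43, standard error 0.0575). XR_353597, the transcript of Leprel2, had 41.3% ± 4.96 against 57.2% ± 3.37, and XR_595701 had 37.7% ± 3.58 against 53.8% ± 3.43. Log2 fold changes of this last pair were -0.48 and -0.51, with adjusted p = 0.0375 and 0.0275 (limma, Benjamini-Hochberg). In the Ctrl group, rat 18 was apart from the others for XR_595701, at 48.6%. Each of these lncRNAs passed an adjusted p of 0.05 in limma while staying under the 1.5-fold limit in the median signals. With the deposited values all of them passed that limit as well. Passing the adjusted p depended on which rats were included. Of the 46 transcripts of Table 1 and Supplementary Tables 1 and 2, 20 passed 0.05 with all rats. Without Ctrl rat 17 or 18, 0 passed, and without LPS rat 1, 5 or 6 or Ctrl rat 15, 1 or 2 did. Without LPS rat 3, 17 passed, and without Ctrl rat 20, 23.

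**Figure D3:**
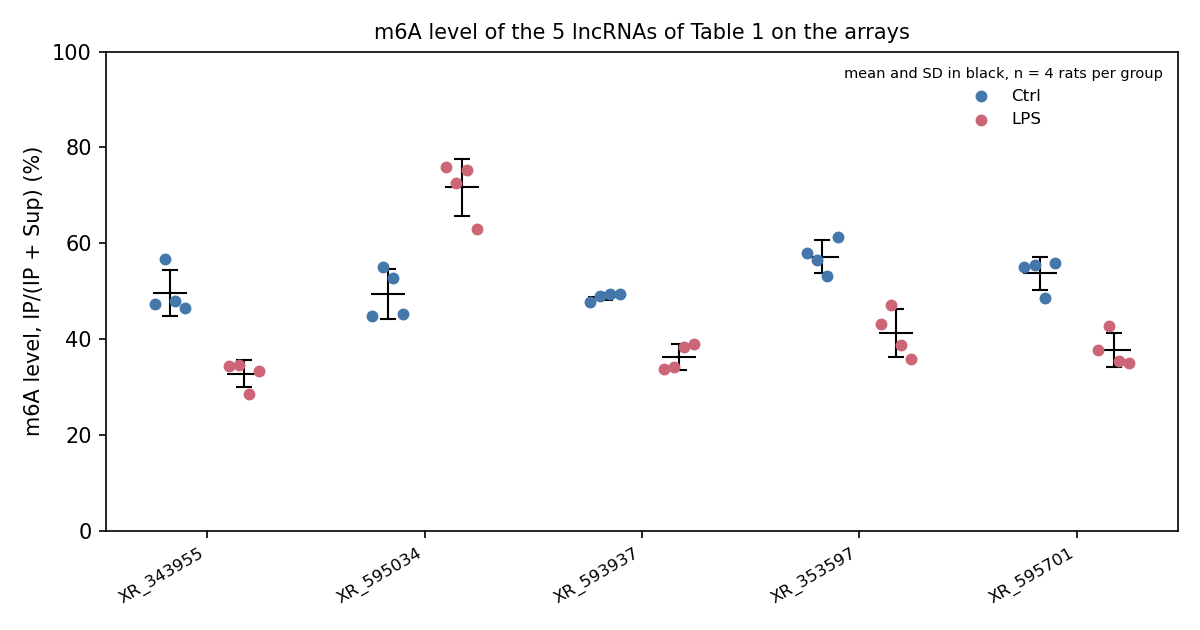
m6A level, IP/(IP + Sup) in percent, of the 5 lncRNAs of Table 1 on each array of the LPS and Ctrl groups, with mean and SD in black (n = 4 rats per group). LPS rats lie above all Ctrl rats for XR_595034, from 63.0% to 75.8%, and below all Ctrl rats for the other lncRNAs.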

Five lncRNAs and five mRNAs with high-confidence m^6^A-modified sites were thus selected for validation using m^6^A single-base site qPCR (Table 1). 

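On the microarrays, lncRNA XR_343955 (LOC102554997) had an m6A level of 32.8% ± 2.80 in the LPS group and 49.7% ± 4.81 in the Ctrl group (SD, n = 4), with both channels well above background on all 8 arrays. Its log2 fold change was -0.60 (standard error 0.0835, adjusted p = 0.0275, limma with Benjamini-Hochberg adjustment), past the 1.5-fold limit. The LPS rats lay between 28.7% and 34.7%, below every Ctrl rat. Ctrl rat 17 stood apart at 56.8%. With that rat left out the log2 fold change was -0.53, and with each rat left out in turn it lay between -0.63 and -0.53. Without Ctrl rat 17 or without LPS rat 5 it fell short of the 1.5-fold limit, as it did with background-subtracted signals and with normexp background correction. The total signal of XR_343955 rose by 1.35 on the log2 scale (standard error 0.351).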

Consistent with microarray data, this analysis confirmed significant downregulation of m^6^A in the lncRNA XR_343955. In contrast, no significant alterations in m^6^A levels were detected for the other four candidate lncRNAs. Among the five mRNAs considered, significant m^6^A downregulation was detected for both ENSRNOT00000010760 (consistent with microarray data) and ENSRNOT00000078131 (contrary to microarray results), while no significant alterations were observed in the other three mRNAs (Figure 4).

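On the microarrays, the m6A level of ENSRNOT00000010760 (Mettl7b) was 40.5% ± 5.82 in the LPS group and 59.4% ± 6.51 in the Ctrl group (SD, n = 4; log2 fold change -0.56, standard error 0.110, adjusted p = 0.0501, limma with Benjamini-Hochberg adjustment). The groups did not overlap, and the fold change of 0.680 stayed short of the 1.5-fold limit in the median signals. Its Sup signal was well above background on 2 of the 4 Ctrl arrays. ENSRNOT00000078131 (Kng1) had a level of 66.4% ± 14.1 in the LPS group, and it was called hypermethylated with the deposited values. Its Sup signal was not well above background on any Ctrl array. Of the other mRNAs of Table 1, Colgalt2 had 27.1% ± 6.04 against 51.3% ± 16.8, past the 1.5-fold limit with overlapping groups, though not with normexp background correction (log2 fold change -0.88, adjusted p = 0.202, limma, Benjamini-Hochberg). Fibcd1 had 47.8% ± 2.58 against 38.8% ± 6.90, also overlapping (log2 fold change 0.32, adjusted p = 0.230, limma, Benjamini-Hochberg).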

**Table 1:** Targeted lncRNAs and mRNAs from microarray predicted by SRAMP.

**GeneSymbol**	**Transcript ID**	**Transcript type**	**RNA length**	**Position**	**Regulation**	**Fold change**	**P-value**
LOC103693543	XR_595034	lncRNA	1931	1359	hyper	1.835972714	0.000829838
LOC103690224	XR_593937	lncRNA	1386	914	hypo	0.436711298	0.000951609
LOC102554997	XR_343955	lncRNA	1787	1482	hypo	0.60799908	7.56021E-05
Leprel2	XR_353597	lncRNA	2222	1781	hypo	0.630825555	0.000655905
LOC103693720	XR_595701	lncRNA	1332	1021	hypo	0.639273802	0.000238771
Tnfrsf26	ENSRNOT00000066943	protein_coding	2294	416	hyper	2.335986528	0.013354003
Fibcd1	ENSRNOT00000012927	protein_coding	4057	2519	hyper	1.587756196	0.014968993
Kng1	ENSRNOT00000078131	protein_coding	1905	1377	hyper	1.532870761	0.011963925
Colgalt2	ENSRNOT00000030109	protein_coding	1875	1730	hypo	0.411387391	0.03636713
Mettl7b	ENSRNOT00000010760	protein_coding	1264	654	hypo	0.415309496	0.012844316

**Figure 4:**
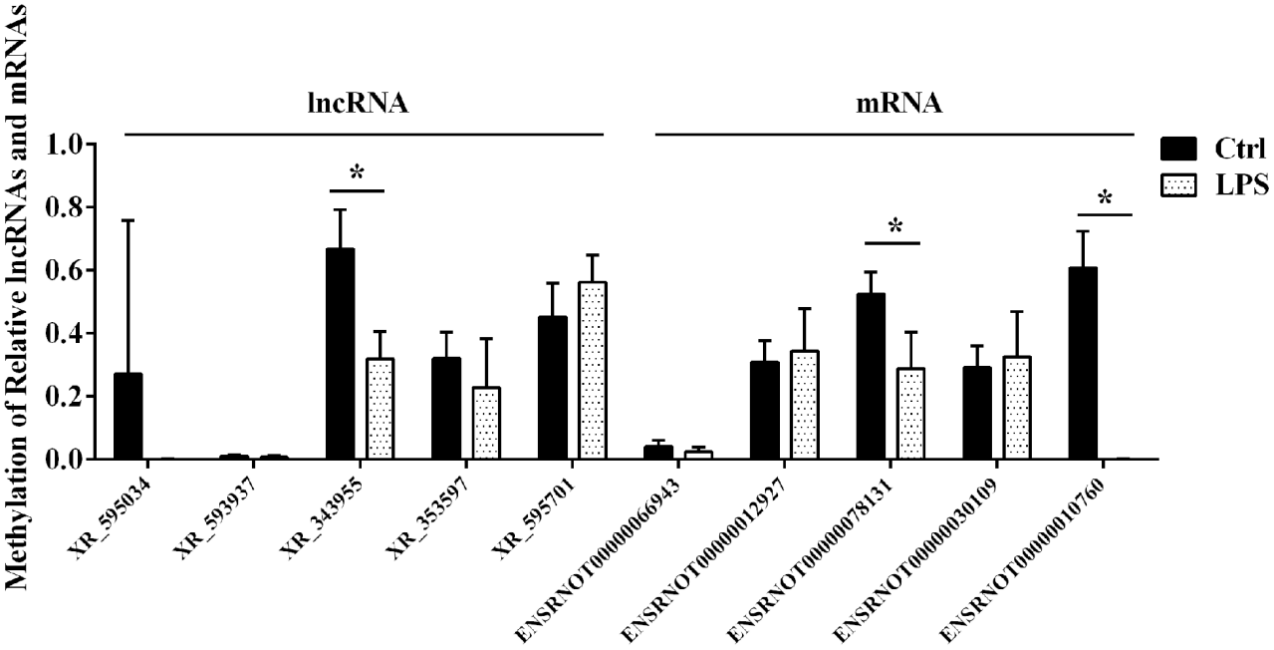
**Confirmatory analysis of microarray results.** M^6^A single-base site qPCR was used to validate the top five differentially methylated aortic lncRNAs and mRNAs identified through microarray in the LPS and Ctrl groups. Ctrl, control.

### ceRNA network construction and functional enrichment analysis of target mRNAs

Based on m^6^A single-base site qPCR results, we constructed a competing endogenous RNA (ceRNA) network to identify putative miRNAs and mRNAs regulated by lncRNA-XR_343955. By confining the number of miRNA-IDs to 1000, 59 miRNA binding sites and 118 targeted mRNAs were predicted (Figure 5A). To assess the potential biological functions of lncRNA XR_343955, the 118 mRNAs thus retrieved were analyzed with GO and KEGG. For this mRNA set, the GO terms with the highest enrichment were ‘cell surface receptor signaling pathway’ in BP, ‘membrane part’ in CC, and ‘immunoglobulin receptor activity’ in MF (Figure 5B). In turn, KEGG analysis of the 118 mRNAs indicated cumulative enrichment in 27 pathways, of which the top 10 are shown in Figure 5C.

**Figure 5:**
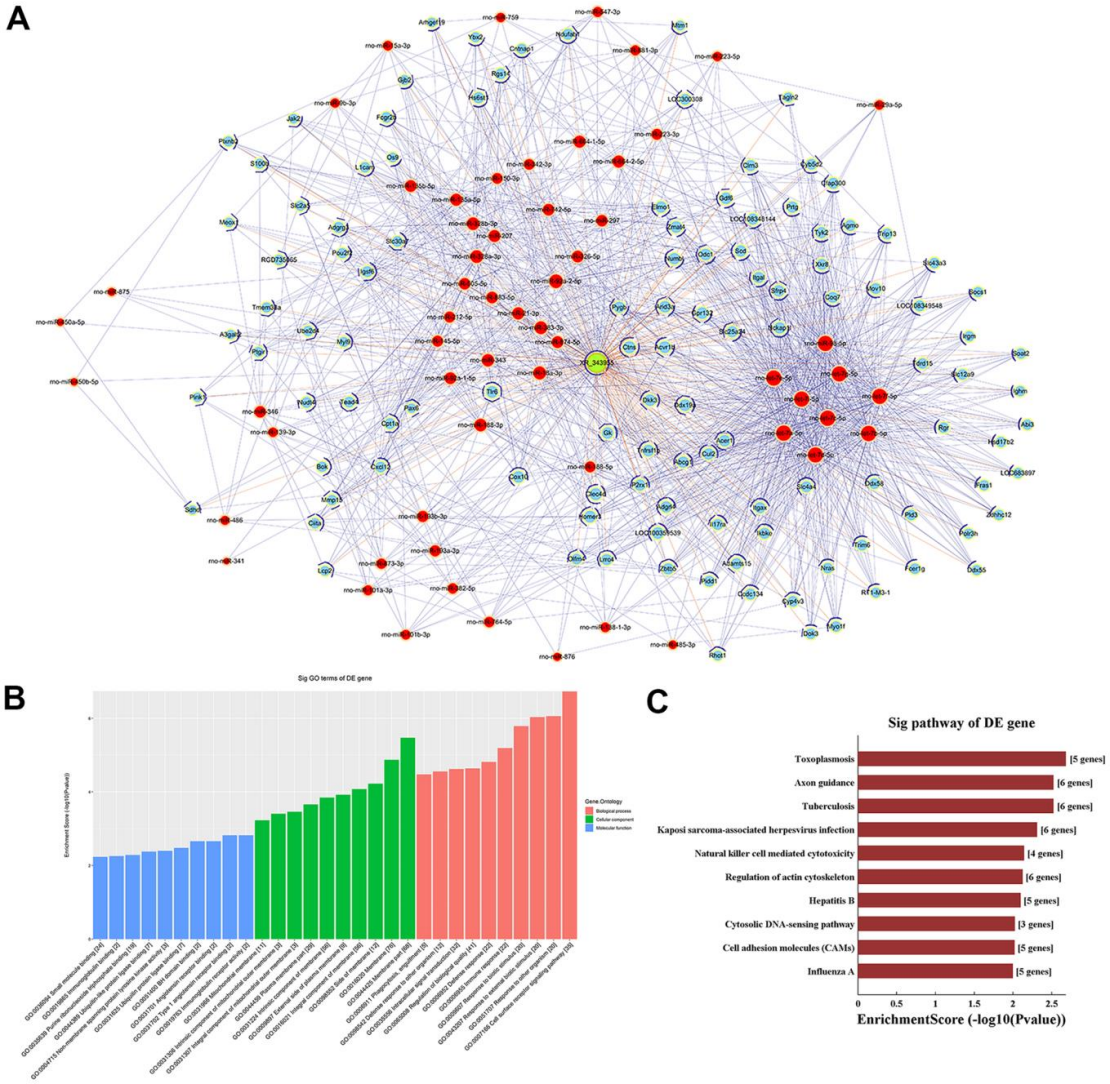
**LncRNA-XR_343955-based ceRNA network.** (**A**) XR_343955-associated ceRNA network. Red circles represent miRNAs, blue circles represent mRNAs, and green circles represent lncRNAs. (**B**) Histogram representation of GO functional classification of predicted mRNAs. (**C**) Histogram representation of KEGG pathway enrichment for predicted mRNAs.

### Expression analysis of m^6^A effector proteins

We next used qRT-PCR to detect mRNA levels of key proteins regulating the m^6^A modification, namely m^6^A writers (METTL3, METTL14, and WTAP), readers (YTHDF 1 and YTHDF 3), and an eraser (FTO), in aortic samples from control and LPS-treated rats. Compared to control, in the LPS group the expression of both METTL3 and WTAP was significantly downregulated, while that of YTHDF 1, YTHDF 3, METTL14, and FTO remained essentially unchanged (Figure 6). These data suggest that the predominant m^6^A demethylation pattern observed for aortic RNA during sepsis is due, at least in part, to downregulation of the METTL3 methylase and the adapter protein WTAP.

**Figure 6:**
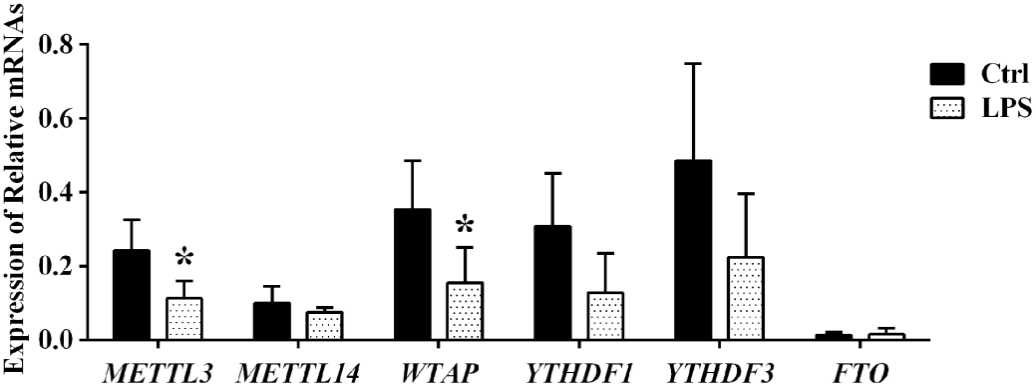
Expression analysis of m^6^A effector proteins by qPCR.

## DISCUSSION

The m^6^A modification of eukaryotic RNA has a wide-ranging effect on RNA homeostasis [9]. Therefore, alterations in RNA m^6^A methylation status can lead to cell dysfunction and disease [12]. Recent studies have revealed that the m^6^A modification not only has a strong and intricate relationship with cardiovascular disease but may regulate also the inflammatory response arising during different physiopathological conditions [13, 14]. Although the clinical significance of m^6^A profiling in sepsis patients has been recently suggested [11], there is a clear need for studies addressing the specific m^6^A alterations occurring in tissues and organs affected by sepsis. More extensive data exist for the role of the m^6^A modification in cardiovascular disease. Using clinical human samples, primary cardiomyocyte cultures, and preclinical pig and mouse models, Prabhu et al. found that increased levels of m^6^A during ischemia/hypoxia, resulting from downregulated FTO expression, are associated with impaired cardiomyocyte contractile function [13]. Consistently, Song et al. showed increased representation of m^6^A sites in mouse heart mRNAs following ischemia/reperfusion. Interestingly, this phenomenon was associated with increased expression of METTL3, a component of the m^6^A writer complex, and autophagy activation [15]. The impact of abnormal m^6^A expression patterns on inflammation was highlighted by Zhang et al., who reported that the m^6^A reader protein YT521-B homology domain family 2 (YTHDF2) activates the LPS-induced inflammatory response in preosteoblast MC3T3-E1 cells by regulating the MAPK signaling pathway [16]. In turn, Feng et al. reported that knockdown of METTL3 inhibited inflammation by allowing the expression of an alternatively spliced isoform of MyD88 in human dental pulp cells [17].

To explore potential changes in the m^6^A methylation profiles of aortic RNA species during sepsis-induced vascular injury, we established a sepsis model by intraperitoneally injecting LPS into Wistar rats. We found that both global levels of m^6^A and the expression of m^6^A writer complex proteins were significantly decreased in aortic tissue of LPS-treated rats. These results suggest that sepsis-induced changes in the m^6^A profile of aortic RNA species may be related to the vascular injury associated with septic syndromes.

GO and KEGG analysis of the minor fraction of mRNAs with upregulated m^6^A levels revealed their enrichment in coagulation processes. Although coagulation and inflammation represent basic host responses against infection, lack of resolution of these processes may cause damage to host cells and tissues. In sepsis, increased coagulation activity and decreased fibrinolysis caused by inflammation lead to fibrin deposition in the microcirculation. This in turn causes disseminated intravascular coagulation (DIC), ultimately leading to organ dysfunction [18, 19]. In patients with sepsis complicated by severe coagulopathy and/or DIC, organ dysfunction and mortality are significantly increased [20]. Over the past few decades, diverse anticoagulants such as serine protease inhibitors, recombinant human activated protein C, and tissue factor pathway inhibitor have been used as adjunctive therapies for patients with sepsis. However, two meta-analyses, conducted in 2003 and 2016, showed that anticoagulation was not beneficial in reducing mortality and was in turn associated with increased bleeding complications [21, 22]. Aiding the search for safer and more effective anti-DIC therapies, our results suggest that global or mRNA-specific therapeutic modulation of m^6^A methylation dynamics may be useful to regulate hemostasis and prevent or attenuate sepsis-induced DIC and organ failure.

GO analysis of aortic mRNAs with upregulated m^6^A levels demonstrated that several transcripts, many of which encode cation channels, were enriched in ion channel activity in the BP category. In turn, GO analysis of mRNAs with downregulated m^6^A expression demonstrated that numerous transcripts, many of those encoding proteins with organic anion transmembrane transporter activity, were associated with ion transmembrane transporter activity in the MF category.

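Cnga4, listed for ligand-gated cation channel activity, had an m6A level of 72.9% ± 9.45 in the LPS group and 48.6% ± 4.26 in the Ctrl group (SD, n = 4), with no overlap between the groups. Its log2 fold change was 0.58 (standard error 0.101, adjusted p = 0.0339, limma with Benjamini-Hochberg adjustment), a fold change of 1.49, which the deposited values put past the 1.5-fold limit. The Sup signal of Cnga4 was well above background on 1 of the 4 Ctrl arrays, and its total signal rose by 1.71 on the log2 scale (standard error 0.448). Ptk2b, listed beside it, changed little in total signal (log2 fold change 0.24, standard error 0.120).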

The cations related to vascular function are primarily calcium (Ca^2+^) ions. Intracellular Ca^2+^ plays an important role in the modulation of vascular smooth muscle cell (VSMC) elasticity by affecting contraction and cell signaling [23–26]. In vascular endothelial cells (VECs), Ca^2+^ levels also influence the production of nitric oxide, a key regulator of vasoconstriction and diastolic function [27, 28]. The large number of cation channel mRNAs with increased m^6^A abundance detected in aortic tissue during sepsis may be partly responsible for the abnormal intracellular Ca^2+^ dynamics associated with septic vascular injury. Our KEGG analysis of mRNAs with upregulated m^6^A modification revealed in turn significant enrichment in the pathway related to inflammatory mediator regulation of TRP channels. This finding is consistent with the results of the GO analysis, since several members of the TRP protein family are Ca^2+^-selective channels. TRP channels are highly sensitive to various physical and chemical stimuli, and inflammation can lead to an influx of a large amount of Ca^2+^ into cells by activating TRP channels. In primary human osteoarthritis fibroblast-like synoviocytes, LPS stimulation leads to increased expression of TRP ankyrin 1 (TRPA1), enhanced TRPA1-mediated Ca^2+^ influx, and synthesis of pro-inflammatory factors [29]. In acute lung injury, TRP vanilloid 4 (TRPV4)-dependent Ca^2+^ influx contributes to LPS-induced macrophage activation, a process associated with the calcineurin-NFATc3 pathway [30]. These studies suggest that during inflammation the intracellular Ca^2+^ concentration can be affected via TRP channel activity.

Based on our high-throughput sequencing results, we speculate that increased m^6^A levels in mRNAs coding for cation channels, particularly TRP channels, contribute to dysregulated Ca^2+^ dynamics in sepsis and impaired VEC and VSMC function.

Our results showed decreased m^6^A levels in several aortic mRNAs related to organic anion transmembrane transporter activity. The anions involved in the regulation of vascular function are primarily chloride ions. Although the volume of healthy cells remains relatively stable, cell volume changes often occur during physiological and pathophysiological processes such as proliferation, migration, differentiation, and apoptosis [31]. When the cells swell, Cl^-^ together with Na^+^ and water flow out through the "Cl^-^ channels", "Ca^2+^-activated Cl^-^ channels", or "transporters", and a swollen cell can return to normal size. During sepsis, inflammatory factors cause the swelling and dysfunction of VSMCs and VECs, and changes in the Cl^-^ channels affect water drainage and vascular function [32, 33]. Our analysis of microarray data shows m^6^A levels of solute carrier family (SLC) gene were significantly decreased in aortic tissue during sepsis. The phylogenetically ancient SLC26 gene family encodes multifunctional anion exchangers and anion channels transporting a broad range of substrates, including Cl^-^, HCO^3-^, sulfate, oxalate, I^−^, and formate. It has been reported that SLC 26 member 7 (SLC26A7) was identified as a chloride–bicarbonate anion exchanger and/or as a Cl^-^ channel in the kidney and stomach [34, 35], whose gene mutations cause congenital deafness and dyshormonogenic goiter [36]. Alterations in Cl^-^ channels can affect intracellular water content, vascular tone and arterial blood pressure. These findings may be related to the impairment of vascular function in sepsis. The m^6^A modification provides a new research direction for vascular function protection.

Our results showed also significantly altered m^6^A levels in 76 aortic lncRNAs after LPS-induced sepsis. 

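In the median signals, hypomethylated lncRNAs made up 0.204% of the lncRNA probes tested, against 0.319% of the mRNA probes. With the deposited values, the methods' t-test and the filter on each channel, the order was the opposite, 1.48% of 4519 lncRNA probes against 0.758% of 20582 mRNA probes. Of the called lncRNAs, 10 hypomethylated ones and 1 hypermethylated one passed an adjusted p of 0.05 (limma, Benjamini-Hochberg). In the median signals, the lowest fold change among lncRNAs named in the paper was that of AABR07019437.5, with an m6A level of 29.9% ± 6.52 in the LPS group and 54.8% ± 2.04 in the Ctrl group (SD, n = 4; log2 fold change -0.90, standard error 0.136), a call that normexp background correction did not give. The highest was that of LOC102556135, with 70.4% ± 5.21 against 48.1% ± 3.08 (log2 fold change 0.55, standard error 0.0685), just under the 1.5-fold limit in the median signals.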

Although most studies on the m^6^A modification have focused on its regulatory role in mRNA function, recent evidence suggests that the m^6^A methylation regulates also the synthesis and function of lncRNAs [37]. Consistent with our microarray results, single-base site qPCR confirmed significant downregulation of m^6^A sites in lncRNA XR_343955 in the aorta of LPS-treated rats. GO and KEGG analyses of 118 predicted mRNAs detected via the ceRNA network for XR_343955 revealed significant enrichment of these transcripts in pathways involving cell adhesion molecules (CAMs). CAMs such as ICAM-1, E-selectin, and VCAM-1 play key roles in the vascular inflammation process by mediating the adhesion of circulating leukocytes to the vascular endothelium before extravasation into the vascular wall [38–41]. During sepsis, secretions of pro-inflammatory HMGB1 by endothelial cells can upregulate the expression of CAMs to promote the inflammatory response by recruiting leukocytes [42, 43]. Therefore, inhibiting the expression of CAMs in VECs is considered a promising treatment for vascular inflammatory diseases. Our results suggest that XR_343955 may regulate CAMs through a ceRNA mechanism, and such capacity may be in turn influenced by sepsis-related changes in XR_343955’s m^6^A profile.

In mammalian cells, dynamic and reversible m^6^A modification is governed by the activity of m^6^A methyltransferases and adapter proteins (i.e. m^6^A writers: METTL3, METTL14, and WTAP) and m^6^A demethylases (i.e. m^6^A erasers: FTO and ALKBH5), which install and remove, respectively, m^6^A marks in target RNAs. Another regulatory layer is further established by specific RNA-binding proteins (i.e. readers: YTHDF1/3) which bind to the m^6^A motif to affect RNA function. Using qRT-PCR, we detected that the expression of METTL3 and WTAP in the aorta was significantly downregulated during sepsis, while that of YTHDF 1, YTHDF 3, METTL14, and FTO did not change significantly. Downregulation of the m^6^A writers METTL3 and WTAP in aortic tissue during sepsis is thus consistent with both LC-MS data, which suggested a decrease in global m^6^A demethylase activity for the mRNA pool, and with microarray results, which showed decreased m^6^A levels in 84.8% of the mRNA/lncRNA transcripts with significantly altered m^6^A status. Dysregulated expression of m^6^A effectors has shown to contribute to cancer pathogenesis. For example, upregulated METTL3 expression was shown to promote gastric cancer and hepatocellular carcinoma progression by promoting, respectively, epithelial to mesenchymal transition and posttranscriptional silencing of SOCS2 [44, 45]. Therefore, it is plausible that downregulation of METTL3 and WTAP may modulate aortic damage during sepsis.

The m^6^A modification is an important modification of RNA, which has received extensive attention. However, it is difficult to quickly and efficiently study the relationship between m^6^A modification of RNA and diseases by relying on traditional biological experiments. Microarray analysis is a powerful tool that can reveal the differential expression profile of m^6^A-related RNAs underlying specific phenotypic differences. In addition, bioinformatics analysis methods and computational models could be effective ways to identify potential RNAs functions and RNA–disease associations. This might greatly decrease the time and cost of biological experiments. In our study, microarray analysis was performed, followed by bioinformatics analysis using a computer model. This can help researchers quickly and efficiently identify m^6^A-related RNAs associated with damage of aorta tissues during sepsis. However, our study has some potential limitations. First, differentially expressed m^6^A-related RNAs are mainly detected in the aorta tissues. Therefore, it is impossible to distinguish whether these changes occurs in vascular smooth muscle cells or vascular endothelial cells. Second, the sample size of microarray analysis was relatively small. Last, there were variations in differentially m^6^A methylated lncRNAs and mRNAs detected by microarray and m^6^A single-base site qPCR, which may be due to the methodological differences.

In conclusion, we detected differential abundance of m^6^A bases in numerous rat aortic mRNAs and lncRNAs, as well as altered expression of m^6^A writer proteins, following LPS-induced sepsis. GO and KEGG analyses indicated that the differentially m^6^A-modified mRNAs were mainly related to ‘complement and coagulation cascades’, ‘TRP channels’, and ‘organic anion transmembrane transporter activity’. In turn, ceRNA network analysis suggested the involvement of lncRNA-XR_343955 in the inflammatory response through regulation of CAM-related pathways. These findings suggest that therapeutic modulation of the cellular m^6^A machinery may be valuable to treat coagulation defects, attenuate inflammatory responses, and preserve vascular integrity in the setting of sepsis.

## MATERIALS AND METHODS

### Animals

Eight-week-old male Wistar rats (250–350 g) were purchased from Charles River Laboratories (Beijing, China). Experimental procedures involving the use of animals complied with both ARRIVE guidelines (Consort Group, 2010) as well as with relevant national laws on animal protection, and the protocol was approved by the Ethics Committee on Animal Research at Peking University Health Science Center (Ethics No. LA2020343). Following adaptation to standard laboratory conditions for one week, the experimental rats were randomly allocated to one of two groups: the LPS-induced sepsis group (n = 4) received an intraperitoneal injection of 10 mg/kg LPS (*Escherichia coli* 055:B5; Sigma-Aldrich, USA; 5 mg of LPS dissolved in 1 mL of 0.9% saline); the control group (n = 4) was intraperitoneally injected with 0.9% saline (2 ml/kg). MAP was noninvasively measured 24 h after the LPS/saline injection. The aortic tissue (n = 4/group) were carefully removed from the anaesthetized rats, immediately frozen in liquid nitrogen and stored at -80° C until analysis.

### RNA extraction and quality control

Total RNA from aortic tissues (n = 4 per group) was isolated and assessed as previously described [46]. Briefly, total RNA was isolated from the aortic tissues using TRIzol Reagent according to the manufacturer’s instruction (Invitrogen, USA). The quantity and purity of the total RNA samples were measured by a NanoDrop ND-1000 (ThermoFisher, USA).

### LC-MS/MS-Based mRNA m^6^A modification detection

The mRNA was isolated and purified from total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, USA) and a Qubit RNA HS Assay kit (Thermo Fisher, USA). The mRNA was then hydrolyzed into single dephosphorylated nucleosides with an enzyme mix. The pretreated nucleoside solution was deproteinized using a Sartorius 10,000-Da MWCO spin filter. LC-MS/MS analysis was performed on an Agilent 6460 QQQ mass spectrometer with an Agilent 1260 HPLC system in multi-reaction monitoring (MRM) detection mode (n = 4/ group).

### Detection of m^6^A-modified mRNAs and lncRNAs by microarray hybridization

Sample preparation and microarray hybridization procedures were based on Arraystar’s standard kit assays and protocols (Arraystar, USA). In this study, up to 27770 mRNAs and 10582 lncRNAs could be detected in a single array using the probes contained in Arraystar’s Rat mRNA and lncRNA Epitranscriptomic Array (m^6^A). In brief, purified total RNA from aortic tissue of LPS-treated and control rats was immunoprecipitated with polyclonal anti-m^6^A antibody (Cat 202003Synaptic Systems, USA). The m^6^A-tagged RNAs were eluted from the immunoprecipitated (IP) magnetic beads and the unmodified RNAs were eluted from the supernatant (Sup). The IP and Sup RNA fractions were then labeled with Cy5 and Cy3, respectively, as cRNAs in separate reactions using the Arraystar Super RNA Labeling Kit. The labeled cRNAs were then combined and hybridized onto an Arraystar Rat mRNA and lncRNA Epitranscriptomic Microarray (4x44K, Arraystar, USA) and scanned in two-color channels with an Agilent Scanner G2505C (Agilent, USA).

### Microarray data analysis

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. The raw intensities of the IP (immunoprecipitation, Cy5-labeled) and Sup (supernatant, Cy3-labeled) RNA fractions were normalized using the average of the log2-scaled spike-in RNA intensities. Following spike-in normalization, the probe signals that displayed present (P) or marginal (M) QC flags in at least 4 out of 8 samples were retained as “All Targets Values” in an Excel sheet for further “m^6^A methylation level” analyses. The “m^6^A methylation level” was calculated as follows:

$$\text{\%Modified}=\;\frac{\text{modified RNA}}{\text{Total RNA}}\;=\;\frac{\text{IP}}{\text{IP}+\text{Sup}}\;$$

$$\frac{{\text{IP}}_{Cy5\;normalized\;intensity}}{{\text{IP}}_{Cy5\;normalized\;intensity}+{\text{Sup}}_{Cy3\;normalized\;intensity}}$$

Differentially m^6^A-methylated RNAs between two comparison groups were identified by filtering by fold change (≥ 1.5) and statistical significance (*P* < 0.05) thresholds (n = 4 for each group).

### M^6^A single-base site quantitative real-time PCR

The methylated lncRNAs and mRNAs were quantified by m^6^A single-base site qPCR with the MazF treatment method according to KangChen’s standard protocols (KangChen Biotech., China). In brief, the MazF treatment mixture was dispensed into a 10 μl volume with 1 μg of total RNA from each aortic tissue sample (n = 4 per group) and 20 U mRNA interferase-MazF (Takara, Japan) at 37° C for 30 min. One microgram of nondigested total RNA was reserved. The digested mRNA and the nondigested total RNA samples were subjected to reverse transcription using SuperScript^™^ III Reverse Transcriptase (Invitrogen, USA) for qPCR with a QuantStudio5 Real-time PCR System (Applied Biosystems, USA). Target lncRNAs and mRNAs were analyzed by SRAMP (http://www.cuilab.cn/sramp) to identify ACA motifs and m^6^A modification sites [47, 48]. The primers were designed using Primer 5.0 (Supplementary Table 6). Relative expression levels were calculated using the 2^-ΔΔCt^ method, and the test genes were calibrated with MazF- as follows:

%MazF-=(2^ − CtMazF+)/(2^ − CtMazF−)×100%

The experiments were carried out three times in independent determinations.

### Competing endogenous RNA network construction and functional enrichment analysis

Candidate lncRNAs verified by m^6^A single-base site qPCR were analyzed for ceRNA network construction using a previously described protocol [49]. Differentially m^6^A-methylated mRNAs as well as target mRNAs predicted by the ceRNA network were classified into GO terms based on the GO database (http://www.geneontology.org). The KEGG (http://www.genome.jp/kegg) database was also interrogated to determine the biochemical pathways enriched by these mRNAs. Hierarchical clustering was performed using R software.

### Analysis of m^6^A methylation regulators

To verify the expression of m^6^A writer, eraser, and reader proteins, qPCR experiments were performed as previously described [50]. We selected 6 representative proteins involved in m^6^A modification and binding, for which primers sequences are listed in Supplementary Table 7. The experiments were carried out three times in independent determinations.

### Statistical analysis

For qRT-PCR, microarray, and m^6^A single-base site qPCR data, differences in transcript expression and methylation levels between the LPS and control groups were evaluated using unpaired, two-sided t-test. Fisher’s exact test was applied to evaluate the significance of the GO terms and KEGG pathway identifiers for mRNAs with differential methylation levels as well as for mRNAs predicted by the ceRNA network. The analysis was performed using the limma package on R software, with the recommended cut off of *P* < 0.05.

### Data availability statement

The data that support the findings of this study are openly available in the GenBank database under accession number GSE158943 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158943).

## Supplementary Material

Supplementary Tables 1 and 2

Supplementary Table 3

Supplementary Table 4

Supplementary Tables 5-7

# Supplementary material for: Genome-wide identification of altered RNA m6A profiles in vascular tissue of septic rats
**Source:** Aging (Albany NY). 2021 Sep 10;13(17):21610–27. doi: 10.18632/aging.203506
**Supplement:** Supplementary Tables 1 and 2

## SUPPLEMENTARY TABLES

**Supplementary Table 1. Representative lncRNAs with hyper and hypo methylated levels detected from the microarray.**

| Gene symbol    | Type   | Transcript_ID      | Regulation | Fold change | P-value     |
|----------------|--------|--------------------|------------|-------------|-------------|
| Meaf6          | lncRNA | XR_354272          | hyper      | 1.966019111 | 0.01467847  |
| LOC103693543   | lncRNA | XR_595034          | hyper      | 1.835972714 | 0.000829838 |
| LOC102555010   | lncRNA | XR_340306          | hyper      | 1.688267079 | 0.01523474  |
| AABR07039229.2 | lncRNA | ENSRNOT00000074259 | hyper      | 1.682498671 | 0.048551969 |
| LOC102556135   | lncRNA | XR_350748          | hyper      | 1.658944828 | 0.000797307 |
| AABR07021402.1 | lncRNA | ENSRNOT00000090174 | hyper      | 1.626112636 | 0.019536885 |
| uc.330         | lncRNA | uc.330+            | hyper      | 1.616793536 | 0.016221101 |
| LOC102549661   | lncRNA | XR_352581          | hyper      | 1.577837212 | 0.011426804 |
| LOC103692564   | lncRNA | XR_592894          | hyper      | 1.510683227 | 0.000297507 |
| LOC102556412   | lncRNA | XR_348274          | hypo       | 0.370266005 | 0.049209238 |
| LOC102546594   | lncRNA | XR_348260          | hypo       | 0.432740801 | 0.001772264 |
| LOC103690224   | lncRNA | XR_593937          | hypo       | 0.436711298 | 0.000951609 |
| LOC102552157   | lncRNA | XR_590526          | hypo       | 0.45356657  | 0.002292597 |
| AABR07019437.5 | lncRNA | ENSRNOT00000087221 | hypo       | 0.480443241 | 0.000178429 |
| AC119007.3     | lncRNA | ENSRNOT00000087227 | hypo       | 0.486092398 | 0.008012194 |
| AABR07064635.1 | lncRNA | ENSRNOT00000089798 | hypo       | 0.495855561 | 0.00151292  |
| LOC690414      | lncRNA | ENSRNOT00000080985 | hypo       | 0.514737661 | 0.002069805 |
| LOC102551164   | lncRNA | XR_345350          | hypo       | 0.526489467 | 0.001429385 |
| LOC102549203   | lncRNA | XR_589036          | hypo       | 0.53133633  | 0.002272893 |

**Supplementary Table 2. Top 10 of mRNAs with hyper and hypo methylated levels detected from the microarray.**

| Gene symbol | Type           | Transcript_ID      | Regulation | Fold change | P-value     |
|-------------|----------------|--------------------|------------|-------------|-------------|
| Tnfrsf26    | protein_coding | ENSRNOT00000066943 | hyper      | 2.335986528 | 0.013354003 |
| LOC680875   | protein_coding | ENSRNOT00000014191 | hyper      | 2.282145316 | 0.000014416 |
| LOC498265   | protein_coding | ENSRNOT00000087487 | hyper      | 1.947873812 | 0.010762036 |
| Camkk2      | protein_coding | NM_031338          | hyper      | 1.873342652 | 0.000250081 |
| Bglap       | protein_coding | ENSRNOT00000026530 | hyper      | 1.744746614 | 0.029775398 |
| Card9       | protein_coding | ENSRNOT00000091484 | hyper      | 1.742329345 | 0.001289323 |
| Camkk2      | protein_coding | ENSRNOT00000001774 | hyper      | 1.732207697 | 0.000690433 |
| Cnga4       | protein_coding | ENSRNOT00000023751 | hyper      | 1.728732275 | 0.00227076  |
| Ptk2b       | protein_coding | ENSRNOT00000030007 | hyper      | 1.7237998   | 0.00437514  |
| F12         | protein_coding | ENSRNOT00000081920 | hypo       | 1.716093098 | 0.005435311 |
| RatNP-3b    | protein_coding | ENSRNOT00000086035 | hypo       | 0.220025431 | 0.027104865 |
| Np4         | protein_coding | ENSRNOT00000035128 | hypo       | 0.234536087 | 0.011583228 |
| Ier3        | protein_coding | ENSRNOT00000080822 | hypo       | 0.295087289 | 0.04831935  |
| Slpil3      | protein_coding | ENSRNOT00000076624 | hypo       | 0.301422747 | 0.015878463 |
| Slpi        | protein_coding | NM_053372          | hypo       | 0.336563105 | 0.017869355 |
| Zscan25     | protein_coding | ENSRNOT00000075888 | hypo       | 0.336781044 | 0.032036893 |
| Hpx         | protein_coding | ENSRNOT00000024710 | hypo       | 0.361684614 | 0.000014263 |
| Reg1a       | protein_coding | ENSRNOT00000057869 | hypo       | 0.36352292  | 0.001119911 |
| Nr1i2       | protein_coding | ENSRNOT00000003934 | hypo       | 0.373077429 | 0.000243927 |
| Fabp1       | protein_coding | ENSRNOT00000008840 | hypo       | 0.38156521  | 0.035722264 |

# Supplementary material for: Genome-wide identification of altered RNA m6A profiles in vascular tissue of septic rats
**Source:** Aging (Albany NY). 2021 Sep 10;13(17):21610–27. doi: 10.18632/aging.203506
**Supplement:** Supplementary Table 3

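Supplementary Table 3 ranks Gene Ontology terms of the mRNAs called hypermethylated, and Supplementary Table 4 those of the hypomethylated mRNAs, by P within each ontology. The P of a term comes from Fisher's exact test, and the enrichment score is its negative log10. The last column gives the called mRNAs that carry the term. Terms that share most of their genes, such as those on coagulation and hemostasis, are therefore not separate lines of evidence. Of the hypermethylated mRNAs in these lists, F12, Kng1, Tnfrsf26, Ptk2b, Card9, Camkk2, Bglap and Cnga4 have a named probe here, and the others were not analysed here. The enrichment was not recomputed, because the probes of most genes could not be named.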

**Supplementary Table 3.** Top30 GO terms of GO analysis on hypermethylated mRNAs.

| **hyper_LPS_vs_Ctrl Methylation** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **GO ID** | **Term** | **Ontology** | **P-value** | **Enrichment Score** | **Genes** |
| GO:0006952 | defense response | Biological process | 5.07312E-06 | 5.294724582 | SERPING1//F12//KNG1//PF4//TNFRSF26//LTB4R//BDKRB1//PTK2B//CARD9//SIRT2 |
| GO:0006954 | inflammatory response | Biological process | 1.52242E-05 | 4.817465861 | SERPING1//F12//KNG1//PF4//TNFRSF26//LTB4R//BDKRB1 |
| GO:0002237 | response to molecule of bacterial origin | Biological process | 2.90915E-05 | 4.536233584 | CARD9//PF4//TNFRSF26//BDKRB1//SIRT2//HMGCS2 |
| GO:0030195 | negative regulation of blood coagulation | Biological process | 3.80705E-05 | 4.419411747 | SERPING1//F12//KNG1 |
| GO:1900047 | negative regulation of hemostasis | Biological process | 3.80705E-05 | 4.419411747 | KNG1//SERPING1//F12 |
| GO:0050819 | negative regulation of coagulation | Biological process | 4.29557E-05 | 4.366978992 | KNG1//SERPING1//F12 |
| GO:0007596 | blood coagulation | Biological process | 6.23668E-05 | 4.20504623 | PF4//F12//KNG1//SERPING1 |
| GO:0007599 | hemostasis | Biological process | 6.53964E-05 | 4.184446445 | SERPING1//F12//PF4//KNG1 |
| GO:0050817 | coagulation | Biological process | 7.1776E-05 | 4.144020641 | SERPING1//F12//PF4//KNG1 |
| GO:0061045 | negative regulation of wound healing | Biological process | 0.000101832 | 3.992117466 | KNG1//SERPING1//F12 |
| GO:0005615 | extracellular space | Cellular component | 5.42327E-05 | 4.265738697 | KNG1//BGLAP//TFF3//METRN//PI16//SERPING1//PLA2G2A//F12//PF4 |
| GO:0005576 | extracellular region | Cellular component | 0.000150428 | 3.82267273 | TFF3//BGLAP//METRN//KNG1//PI16//SERPING1//PLA2G2A//F12//PF4//CEACAM4 |
| GO:0044421 | extracellular region part | Cellular component | 0.000178565 | 3.748202761 | BGLAP//TFF3//METRN//KNG1//PI16//SERPING1//PLA2G2A//F12//PF4 |
| GO:0043204 | perikaryon | Cellular component | 0.001382371 | 2.859375512 | BGLAP//SIRT2//CNGA4 |
| GO:0005887 | integral component of plasma membrane | Cellular component | 0.006872611 | 2.162878253 | PTK2B//HHIP//SLC22A2//TNFRSF26//LTB4R//CNGA4 |
| GO:0031226 | intrinsic component of plasma membrane | Cellular component | 0.008965672 | 2.047417156 | HHIP//SLC22A2//TNFRSF26//LTB4R//CNGA4//PTK2B |
| GO:0005791 | rough endoplasmic reticulum | Cellular component | 0.010971457 | 1.959735708 | BGLAP//F12 |
| GO:0043025 | neuronal cell body | Cellular component | 0.013399909 | 1.872898166 | BGLAP//SIRT2//CNGA4//PTK2B |
| GO:0030430 | host cell cytoplasm | Cellular component | 0.013419016 | 1.872279331 | PF4 |
| GO:0033655 | host cell cytoplasm part | Cellular component | 0.013419016 | 1.872279331 | PF4 |
| GO:0004683 | calmodulin-dependent protein kinase activity | Molecular function | 0.000607787 | 3.216248605 | PTK2B//CAMKK2 |
| GO:0099094 | ligand-gated cation channel activity | Molecular function | 0.008070464 | 2.093101509 | PTK2B//CNGA4 |
| GO:0005509 | calcium ion binding | Molecular function | 0.010289976 | 1.987585634 | BGLAP//PLA2G2A//F12//CAMKK2 |
| GO:0048406 | nerve growth factor binding | Molecular function | 0.013514897 | 1.86918726 | TNFRSF26 |
| GO:0015276 | ligand-gated ion channel activity | Molecular function | 0.013533457 | 1.868591243 | PTK2B//CNGA4 |
| GO:0022834 | ligand-gated channel activity | Molecular function | 0.013533457 | 1.868591243 | PTK2B//CNGA4 |
| GO:0008528 | G-protein coupled peptide receptor activity | Molecular function | 0.014530598 | 1.837716514 | BDKRB1//LTB4R |
| GO:0004966 | galanin receptor activity | Molecular function | 0.014856736 | 1.828076591 | LTB4R |
| GO:0005221 | intracellular cyclic nucleotide activated cation channel activity | Molecular function | 0.014856736 | 1.828076591 | CNGA4 |
| GO:0015651 | quaternary ammonium group transmembrane transporter activity | Molecular function | 0.014856736 | 1.828076591 | SLC22A2 |

**Supplementary Table 4.** Top30 GO terms of GO analysis on hypomethylated mRNAs.

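Of the hypomethylated mRNAs in these lists, Np4, RatNP-3b, Slpi, Slpil3, Reg1a, Hpx, Nr1i2, Fabp1 and Mettl7b have a named probe here. The m6A level of Nr1i2, listed for the response to lipopolysaccharide, was 26.8% ± 8.30 in the LPS group and 54.0% ± 3.80 in the Ctrl group (SD, n = 4; log2 fold change -1.07, standard error 0.206, adjusted p = 0.0464, limma with Benjamini-Hochberg adjustment). Its total signal rose by 2.70 on the log2 scale, and with normexp background correction it was not called. Fabp1, listed for organic anion transport, had an m6A level of 33.5% ± 12.3 in the LPS group, and its Sup signal was not well above background on any Ctrl array. The solute carriers and chemokines in these lists were not analysed here.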

| **hypo_LPS_vs_Ctrl Methylation** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **GO ID** | **Term** | **Ontology** | **P-value** | **Enrichment Score** | **Genes** |
| GO:0044419 | interspecies interaction between organisms | Biological process | 3.54323E-05 | 4.450600118 | MMP9//NP4//RATNP-3B//CAMP//SLPI//PDCD6IP//CCL3//REG1A//IFITM6//RSAD2//STAT1//SLC22A5 |
| GO:0035821 | modification of morphology or physiology of other organism | Biological process | 7.55571E-05 | 4.121724481 | MMP9//NP4//RATNP-3B//CCL3//REG1A//CAMP//SLPI |
| GO:0071674 | mononuclear cell migration | Biological process | 0.000170069 | 3.769374407 | CCL3//CCL20//CXCL17//CCL27//PDGFD |
| GO:0071222 | cellular response to lipopolysaccharide | Biological process | 0.000264222 | 3.578030696 | STAT1//CCL3//NP4//CCL20//CAMP//DEFA10//MMP9//NR1I2 |
| GO:0015711 | organic anion transport | Biological process | 0.000330144 | 3.481296903 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC26A7//SLC51B//SLC17A3//SLC27A5//FABP1//SLC22A5//SLC25A38 |
| GO:0071219 | cellular response to molecule of bacterial origin | Biological process | 0.000352968 | 3.452264428 | STAT1//CCL3//NP4//CCL20//CAMP//DEFA10//MMP9//NR1I2 |
| GO:0046942 | carboxylic acid transport | Biological process | 0.000416204 | 3.380694025 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC51B//SLC27A5//FABP1//SLC26A7//SLC25A38 |
| GO:0015849 | organic acid transport | Biological process | 0.000426167 | 3.370419687 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC51B//SLC27A5//FABP1//SLC26A7//SLC25A38 |
| GO:0002687 | positive regulation of leukocyte migration | Biological process | 0.000548646 | 3.260707733 | CXCL17//CCL27//CCL20//PDGFD//CCL3//MMP9 |
| GO:0002376 | immune system process | Biological process | 0.000562148 | 3.250149058 | CTSH//NP4//CAMP//BPIFB1//STAT1//IL22//CCL3//CCL20//TAPBPL//HPX//MMP9//CLEC4G//IL1F10//CCL27//LST1//SLPI//CXCL17//AHSP//SLC25A38//DYRK3//VAV3//RSAD2//IFITM6//IL18RAP//IL18BP//FANCD2//BPGM//OLFM4//REG1A//PDGFD |
| GO:0005615 | extracellular space | Cellular component | 5.76158E-05 | 4.239458095 | PDCD6IP//LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//LTBP4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//MMP9//SLPI//IL18BP |
| GO:0005576 | extracellular region | Cellular component | 0.000400471 | 3.397429083 | LTBP4//MMP9//LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//SLPI//IL18BP//PDCD6IP//WFDC18//CCL27//SLPIL3//BPIFB1 |
| GO:0044421 | extracellular region part | Cellular component | 0.000580644 | 3.236090205 | LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//LTBP4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//MMP9//SLPI//IL18BP//PDCD6IP |
| GO:0005811 | lipid droplet | Cellular component | 0.002293485 | 2.639504035 | PNPLA5//METTL7B//PLIN5//RSAD2 |
| GO:0042581 | specific granule | Cellular component | 0.004401048 | 2.356443857 | OLFM4//CAMP |
| GO:0032809 | neuronal cell body membrane | Cellular component | 0.022053119 | 1.656529971 | ATP2B2//REG1A |
| GO:0044298 | cell body membrane | Cellular component | 0.023367062 | 1.631395882 | ATP2B2//REG1A |
| GO:0098839 | postsynaptic density membrane | Cellular component | 0.023367062 | 1.631395882 | ATP2B2//GRIK1 |
| GO:0099634 | postsynaptic specialization membrane | Cellular component | 0.028932341 | 1.538616431 | ATP2B2//GRIK1 |
| GO:0016323 | basolateral plasma membrane | Cellular component | 0.033425573 | 1.475921142 | SLC27A5//SLC22A5//SLC26A7//SLC51B//SLC7A7 |
| GO:0008514 | organic anion transmembrane transporter activity | Molecular function | 2.14E-05 | 4.669771869 | LOC292543//SLC26A7//SLC51B//SLC17A3//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC22A5 |
| GO:0008509 | anion transmembrane transporter activity | Molecular function | 7.07E-05 | 4.150823016 | LOC292543//SLC26A7//GLRA3//SLC22A5//SLC17A3//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5 |
| GO:0005342 | organic acid transmembrane transporter activity | Molecular function | 8.46E-05 | 4.072447892 | LOC292543//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC26A7 |
| GO:0046943 | carboxylic acid transmembrane transporter activity | Molecular function | 8.46E-05 | 4.072447892 | LOC292543//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC26A7 |
| GO:0048020 | CCR chemokine receptor binding | Molecular function | 0.000143366 | 3.843553316 | CCL3//CCL27//STAT1//CCL20 |
| GO:0015318 | inorganic molecular entity transmembrane transporter activity | Molecular function | 0.000156705 | 3.804915944 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//SLC27A5//SLC9A8 |
| GO:0015297 | antiporter activity | Molecular function | 0.000196831 | 3.705906153 | SLC24A2//SLC26A7//SLC9A8//SLC22A5//SLC7A7 |
| GO:0015075 | ion transmembrane transporter activity | Molecular function | 0.000274963 | 3.560725338 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//SLC27A5//SLC9A8 |
| GO:0022857 | transmembrane transporter activity | Molecular function | 0.000281263 | 3.550887697 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//HPX//SLC27A5//SLC9A8//GC |
| GO:0099516 | ion antiporter activity | Molecular function | 0.00050933 | 3.293000759 | SLC24A2//SLC26A7//SLC9A8//SLC22A5 |

# Supplementary material for: Genome-wide identification of altered RNA m6A profiles in vascular tissue of septic rats
**Source:** Aging (Albany NY). 2021 Sep 10;13(17):21610–27. doi: 10.18632/aging.203506
**Supplement:** Supplementary Table 4

**Supplementary Table 4.** Top30 GO terms of GO analysis on hypomethylated mRNAs.

| **hypo_LPS_vs_Ctrl Methylation** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **GO ID** | **Term** | **Ontology** | **P-value** | **Enrichment Score** | **Genes** |
| GO:0044419 | interspecies interaction between organisms | Biological process | 3.54323E-05 | 4.450600118 | MMP9//NP4//RATNP-3B//CAMP//SLPI//PDCD6IP//CCL3//REG1A//IFITM6//RSAD2//STAT1//SLC22A5 |
| GO:0035821 | modification of morphology or physiology of other organism | Biological process | 7.55571E-05 | 4.121724481 | MMP9//NP4//RATNP-3B//CCL3//REG1A//CAMP//SLPI |
| GO:0071674 | mononuclear cell migration | Biological process | 0.000170069 | 3.769374407 | CCL3//CCL20//CXCL17//CCL27//PDGFD |
| GO:0071222 | cellular response to lipopolysaccharide | Biological process | 0.000264222 | 3.578030696 | STAT1//CCL3//NP4//CCL20//CAMP//DEFA10//MMP9//NR1I2 |
| GO:0015711 | organic anion transport | Biological process | 0.000330144 | 3.481296903 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC26A7//SLC51B//SLC17A3//SLC27A5//FABP1//SLC22A5//SLC25A38 |
| GO:0071219 | cellular response to molecule of bacterial origin | Biological process | 0.000352968 | 3.452264428 | STAT1//CCL3//NP4//CCL20//CAMP//DEFA10//MMP9//NR1I2 |
| GO:0046942 | carboxylic acid transport | Biological process | 0.000416204 | 3.380694025 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC51B//SLC27A5//FABP1//SLC26A7//SLC25A38 |
| GO:0015849 | organic acid transport | Biological process | 0.000426167 | 3.370419687 | SLC6A18//SLC7A7//LOC292543//GRIK1//SLC51B//SLC27A5//FABP1//SLC26A7//SLC25A38 |
| GO:0002687 | positive regulation of leukocyte migration | Biological process | 0.000548646 | 3.260707733 | CXCL17//CCL27//CCL20//PDGFD//CCL3//MMP9 |
| GO:0002376 | immune system process | Biological process | 0.000562148 | 3.250149058 | CTSH//NP4//CAMP//BPIFB1//STAT1//IL22//CCL3//CCL20//TAPBPL//HPX//MMP9//CLEC4G//IL1F10//CCL27//LST1//SLPI//CXCL17//AHSP//SLC25A38//DYRK3//VAV3//RSAD2//IFITM6//IL18RAP//IL18BP//FANCD2//BPGM//OLFM4//REG1A//PDGFD |
| GO:0005615 | extracellular space | Cellular component | 5.76158E-05 | 4.239458095 | PDCD6IP//LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//LTBP4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//MMP9//SLPI//IL18BP |
| GO:0005576 | extracellular region | Cellular component | 0.000400471 | 3.397429083 | LTBP4//MMP9//LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//SLPI//IL18BP//PDCD6IP//WFDC18//CCL27//SLPIL3//BPIFB1 |
| GO:0044421 | extracellular region part | Cellular component | 0.000580644 | 3.236090205 | LOC100909605//GC//REG1A//CTSH//CCL3//NP4//OLFM4//LTBP4//CCL20//SLURP1//CXCL17//RGD1308195//CAMP//IL1F10//LEFTY1//RATNP-3B//IL22//HPX//DEFA10//PDGFD//MMP9//SLPI//IL18BP//PDCD6IP |
| GO:0005811 | lipid droplet | Cellular component | 0.002293485 | 2.639504035 | PNPLA5//METTL7B//PLIN5//RSAD2 |
| GO:0042581 | specific granule | Cellular component | 0.004401048 | 2.356443857 | OLFM4//CAMP |
| GO:0032809 | neuronal cell body membrane | Cellular component | 0.022053119 | 1.656529971 | ATP2B2//REG1A |
| GO:0044298 | cell body membrane | Cellular component | 0.023367062 | 1.631395882 | ATP2B2//REG1A |
| GO:0098839 | postsynaptic density membrane | Cellular component | 0.023367062 | 1.631395882 | ATP2B2//GRIK1 |
| GO:0099634 | postsynaptic specialization membrane | Cellular component | 0.028932341 | 1.538616431 | ATP2B2//GRIK1 |
| GO:0016323 | basolateral plasma membrane | Cellular component | 0.033425573 | 1.475921142 | SLC27A5//SLC22A5//SLC26A7//SLC51B//SLC7A7 |
| GO:0008514 | organic anion transmembrane transporter activity | Molecular function | 2.14E-05 | 4.669771869 | LOC292543//SLC26A7//SLC51B//SLC17A3//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC22A5 |
| GO:0008509 | anion transmembrane transporter activity | Molecular function | 7.07E-05 | 4.150823016 | LOC292543//SLC26A7//GLRA3//SLC22A5//SLC17A3//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5 |
| GO:0005342 | organic acid transmembrane transporter activity | Molecular function | 8.46E-05 | 4.072447892 | LOC292543//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC26A7 |
| GO:0046943 | carboxylic acid transmembrane transporter activity | Molecular function | 8.46E-05 | 4.072447892 | LOC292543//SLC51B//SLC7A7//SLC6A18//SLC25A38//SLC27A5//SLC26A7 |
| GO:0048020 | CCR chemokine receptor binding | Molecular function | 0.000143366 | 3.843553316 | CCL3//CCL27//STAT1//CCL20 |
| GO:0015318 | inorganic molecular entity transmembrane transporter activity | Molecular function | 0.000156705 | 3.804915944 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//SLC27A5//SLC9A8 |
| GO:0015297 | antiporter activity | Molecular function | 0.000196831 | 3.705906153 | SLC24A2//SLC26A7//SLC9A8//SLC22A5//SLC7A7 |
| GO:0015075 | ion transmembrane transporter activity | Molecular function | 0.000274963 | 3.560725338 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//SLC27A5//SLC9A8 |
| GO:0022857 | transmembrane transporter activity | Molecular function | 0.000281263 | 3.550887697 | LOC292543//GRIK1//GLRA3//KCNG3//SLC26A7//SLC24A2//SLC6A18//ATP2B2//SLC17A3//SLC22A5//ATP6V1G2//SLC51B//SLC7A7//SLC25A38//HPX//SLC27A5//SLC9A8//GC |
| GO:0099516 | ion antiporter activity | Molecular function | 0.00050933 | 3.293000759 | SLC24A2//SLC26A7//SLC9A8//SLC22A5 |

# Supplementary material for: Genome-wide identification of altered RNA m6A profiles in vascular tissue of septic rats
**Source:** Aging (Albany NY). 2021 Sep 10;13(17):21610–27. doi: 10.18632/aging.203506
**Supplement:** Supplementary Tables 5-7

**Supplementary Table 5. The detailed information of enriched pathway on hyper and hypomethylated mRNAs.**

| Pathway ID | Definition                                                    | Regulation | Fisher-P value | Enrichment score | Genes                                             |
|------------|---------------------------------------------------------------|------------|----------------|------------------|---------------------------------------------------|
| rno04610   | Complement and coagulation cascades                           | hyper      | 1.85625E-05    | 4.731363         | BDKRB1//F12//KNG1//SERPING1                       |
| rno04750   | Inflammatory mediator regulation of TRP channels              | hyper      | 0.0230158      | 1.637974         | BDKRB1//KNG1                                      |
| rno04080   | Neuroactive ligand-receptor interaction                       | hyper      | 0.03544862     | 1.450401         | BDKRB1//KNG1//LTB4R                               |
| rno04062   | Chemokine signaling pathway                                   | hypo       | 0.001848041    | 2.733288         | CCL20//CCL27//CCL3//ELMO1//STAT1//VAV3            |
| rno04060   | Cytokine-cytokine receptor interaction                        |            | 0.003188302    | 2.496441         | CCL20//CCL27//CCL3//CXCL17//IL18RAP//IL1F10//IL22 |
| rno04061   | Viral protein interaction with cytokine and cytokine receptor |            | 0.003329375    | 2.477637         | CCL20//CCL27//CCL3//IL18RAP                       |
| rno05150   | Staphylococcus aureus infection                               |            | 0.005536582    | 2.256758         | CAMP//DEFA10//NP4//RATNP-3B                       |
| rno04621   | NOD-like receptor signaling pathway                           |            | 0.0102476      | 1.989378         | CAMP//DEFA10//NP4//RATNP-3B//STAT1                |
| rno05321   | Inflammatory bowel disease (IBD)                              |            | 0.01216042     | 1.915051         | IL18RAP//IL22//STAT1                              |
| rno00062   | Fatty acid elongation                                         |            | 0.02118827     | 1.673904         | ELOVL1//PPT2                                      |
| rno03320   | PPAR signaling pathway                                        |            | 0.02309338     | 1.636513         | FABP1//PLIN5//SLC27A5                             |
| rno05323   | Rheumatoid arthritis                                          |            | 0.03087388     | 1.510409         | ATP6V1G2//CCL20//CCL3                             |

**Supplementary Table 6. Sequence of primers used for m<sup>6</sup>A single-base site qPCR analysis of lncRNAs and mRNAs methylation levels.**

| Gene names         | Type   | Sequence                                                         | Product size (bp) |
|--------------------|--------|------------------------------------------------------------------|-------------------|
| XR_595701          | lncRNA | F:5' GCTGAGCAAAGGTGCCACT 3'<br>R:5' GAAGCCGCCATCTTTCATCT3'       | 99                |
| XR_343955          | lncRNA | F:5' TTTCTAACGAGGCTCACAG3'<br>R:5' ATTGGAATTGGTAGGGTATCG3'       | 153               |
| XR_593937          | lncRNA | F:5' CCAGCAGATGGGATGATTT3'<br>R:5' AGAAGTCCAAGGATCAGGGT3'        | 193               |
| XR_595034          | lncRNA | F:5' ATCTCATCCTGCCGCTCCTT3'<br>R:5' TCTTCCGCCTCCAGCACTTA 3'      | 276               |
| XR_353597          | lncRNA | F:5' GGGCTCTGAACCAGTACCAAA3'<br>R:5' TCCAGGAGAAGGGCATCCTT3'      | 289               |
| ENSRNOT00000012927 | mRNA   | F:5' TTCTCAGAAGCCAGAGTTAGAGTC3'<br>R:5' GGATAACCTGTGCAGGTGTTG3'  | 192               |
| ENSRNOT00000078131 | mRNA   | F:5' CTTAGCAATGGACACCAGAAA3'<br>R:5' ACCATGACCAAGACCATAAACC3'    | 141               |
| ENSRNOT00000066943 | mRNA   | F:5' GCTGTCCTGAGGGCAGAGTC3'<br>R:5' TGACGGGAGTAGCGAATGAA3'       | 184               |
| ENSRNOT00000010760 | mRNA   | F:5' CCTTTCCTCCGTGAAGACTGT3'<br>R:5' CAATTGTGTTATGAATATCCACGTA3' | 91                |
| ENSRNOT00000030109 | mRNA   | F:5' GCCAGGCTATCTGAGCGACA3'<br>R:5' GAGAGGTCCGCGGTGGTAGT3'       | 155               |

**Supplementary Table 7. Sequence of primers used for qRT-PCR analysis of mRNA levels.**

| Gene names | Sequence                                                       | Product Size (bp) |
|------------|----------------------------------------------------------------|-------------------|
| GAPDH(RAT) | F:5' GCTCTCTGCTCCTCCCTGTTCTA3'<br>R:5' TGGTAACCAGGCGTCCGATA3'  | 124               |
| METTL3     | F:5' TTGACTACAGTGGCTACCTTT3'<br>R:5' CCTTGGCTGTTGTGGTATT3'     | 220               |
| METTL14    | F:5' GAGTATGTTTTCGAAAGTGGG3'<br>R:5' TTGTCTTTCCAGGATTGTTCTT 3' | 84                |
| WTAP       | F:5' GAAAAACTAAAGCAGCAACAG3'<br>R:5' CGTAAACTTCCAGGCACTC3'     | 267               |
| YTHDF1     | F:5' GCCAGGAGGAAGAGGAGGTA 3'<br>R:5' AGACAGCACCAAGCATAACAGC 3' | 131               |
| YTHDF3     | F:5' GCCATGCGAAGGGAGAGAA3'<br>R:5' AGCTTCAGGACACAAAGTGCT3'     | 278               |
| FTO        | F:5' GAGCGGGAAGCTAAGAAA 3'<br>R:5' GCTGCCACTGCTGATAGAA 3'      | 100               |

METTL3, methyltransferase like 3; METTL14, methyltransferase like 14; WTAP, Wilms-tumour-1 associated protein; YTHDF1, YT521-B homology domain family 1; YTHDF3, YT521-B homology domain family 3; FTO, fat mass and obesity-associated protein.

How the deposited data were processed for this re-analysis (not part of the article)

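The arrays hold aortic RNA of 4 rats injected with LPS (10 mg/kg) and 4 rats given saline (Ctrl), taken 24 h later, with the m6A-modified RNA (IP, Cy5, red) and the unmodified RNA (Sup, Cy3, green) of a rat on the same array. The authors deposited the Feature Extraction output of each array, with spot signals and local backgrounds as scanner intensity. Its columns hold the median signal of a spot, the signal after background subtraction, and the processed signal, which the authors' software also corrected for differences between the dyes. The authors further deposited a table of log2 values for 30468 probes. Each of these log2 values equals the log2 processed signal of its channel minus a constant for that channel of that array. The largest deviation from this over any array was 4.59e-08. The methods name the average of the log2 spike-in intensities as that constant. The mean over all spike-in spots does not equal it, so the spike-in probes behind the deposited constants are not known. The output of each array was deposited under its IP label and under its Sup label with identical values, and was read once.

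The mean signals on which the m6A levels had been planned were absent from the output, and the median signals took their place. That choice was not blind. While the deposited table was first examined, 3 tests (an equal-variance test on the m6A level, an unequal-variance test on it and an equal-variance test on its log2) had been computed for every probe and their numbers of calls seen. Processed signals had been the earlier leaning. They were kept as an alternative because their fit to the paper's numbers had been seen. Each channel was taken on the log2 scale, and its mean over all 1020 spots of the 102 spike-in probes was subtracted. Of these probes, 40 were well above background in the IP channel on all arrays and 34 in the Sup channel. Spots marked as outliers of uniformity or population were left out, probes spotted 10 times were averaged, and the m6A level is IP/(IP + Sup). A probe was tested when it was positive and significant in both channels on at least 4 of the 8 arrays and measured on at least 3 arrays of each group. LPS and Ctrl were compared with limma on the log2 of the m6A level, with Benjamini-Hochberg adjustment over all 34585 probes tested. A transcript was called at a fold change of 1.5 and an unadjusted P of 0.05, as in the paper. Total signal is the log2 of IP + Sup, tested the same way and called at a fold change of 1.5 and an adjusted p of 0.05. Group differences of a single value per array were tested with an exact permutation test, two-sided, over 70 permutations, where the smallest p is 0.0286.

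The output gives the array maker's probe identifiers without genes. Series of identifiers were assigned to mRNAs and lncRNAs because, in the deposited values with each channel well above background on at least 4 of the 8 arrays, their numbers of probes and of calls equal those the paper prints. That filter had been found by the same comparison. The total numbers of probes, 28015 and 10616, do not equal the numbers of mRNAs and lncRNAs in the methods. One series of 2505 probes matched neither class and is counted apart. A probe was named where the fold change and P computed from the deposited values both matched 1 transcript of Table 1 or Supplementary Tables 1 and 2, within a relative difference of 1e-06 for the fold change and 1e-04 for P. All 46 transcripts of these tables matched 1 probe each. Their values therefore cannot count as an independent check of those tables. The transcripts to be named were set beforehand as those the paper names from the arrays and the 5 with the largest fold change in each direction among calls whose groups do not overlap. Only 3 calls rose without overlap, and at most a pair of unnamed probes is given for each direction. Without names for the other probes, the solute carrier, TRP channel and chemokine families, the m6A regulators, the adhesion molecules and the lists of cell type markers were not run. The qPCR, mass spectrometry and single-base measurements were not analysed here.

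Alternatives changed one choice at a time. They were background-subtracted signals with a floor of 1, normexp background correction with an offset of 50, processed signals, scaling of each channel to its median, loess within arrays, the deposited values, 3 other filters on dim probes, the log2 ratio of IP to Sup, the ratio of arithmetic means, the methods' t-test, keeping outlier spots, and leaving out each rat. The normexp offset exceeds the median signal of each channel, so it draws the m6A levels of dim probes together. When a rat was left out, the tested probes stayed those of all 8 arrays. Total signal was also computed with median scaling, quantile normalization, the Sup channel alone and background-subtracted signals. A further 5 alternatives on the deposited values were added after the data had been seen. For a pair of them, the filter was found by comparing 11 rules on the detection flags, each at a minimum of 1 to 8 arrays, with the numbers of transcripts in the paper. Each group was read in its own scan, and 0 of the 2 scans hold both groups, so the scan as a block was not run.

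The signals limit the precision. Per array, 28825 to 32502 probes were well above background in the IP channel and 25115 to 28799 in the Sup channel, and 36 to 110 spots were marked as outliers. The procedure was tested on simulated data of the same size, with 200 of 34585 transcripts changed. It called 92.5% of the transcripts raised by 1 on the log2 scale and 99.5% of those lowered by 1, with 53 and 57 unchanged transcripts called. For total signal it called 59.5%, with 9 unchanged. Raised transcripts were drawn from those with lower m6A levels, and noise was independent between probes. The real arrays can therefore give more false calls, and another division of them gave 122. The largest rise among non-overlapping calls was 0.72, so power for smaller rises was not tested. Tools were R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6.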

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

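The tests of the share of groups with an outlying rat and of the probes of the unassigned series were chosen only after the results had been seen.

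A single Ctrl rat lay far from the other 3 in the m6A level of 4 named transcripts. For LOC102554997 (XR_343955) it was Ctrl rat 17, at 56.8% against 46.5% to 48.1%. For LOC103693720 (XR_595701) it was Ctrl rat 18, at 48.6% against 55.1% to 55.9%. For Ptk2b it was Ctrl rat 18 again, at 23.0% against 30.9% to 32.2%. For Ier3 it was Ctrl rat 20, at 6.04% against 43.0% to 47.2%. In each, the gap to the nearest rat, as a share of the range of the group, was above Dixon's 95% critical value. Such a gap was found in 4 of 94 groups tested, 4.26%, where chance gives 5%, so the number of such rats is in line with chance. Whether a single one of them is technical or biological was not tested. Without Ctrl rat 20, the log2 fold change of Ier3 was -1.95 (unadjusted P of limma 1.18e-08) and it was called, while with all rats it was -1.23 (unadjusted P of limma 0.0674) and it was not. Without Ctrl rat 17, LOC102554997 had a log2 fold change of -0.53, short of the 1.5-fold limit that it passed with all rats. Ptk2b, short of that limit either way, had 0.16 without Ctrl rat 18. For LOC103693720, leaving out each rat in turn gave -0.58 to -0.48, always short of the limit.

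A series of probes that could not be assigned to mRNAs or lncRNAs holds calls that the paper does not report. In the deposited values with the methods' t-test and each channel well above background on at least 4 of the 8 arrays, a filter chosen after the values had been seen, 72 of its 1540 probes were hypomethylated and 0 hypermethylated. That is 4.68% hypomethylated against 0.758% of the mRNA probes, and 17 of the 72 passed Benjamini-Hochberg adjustment of that test. Their median m6A level was 26.2% in the LPS group and 41.1% in the Ctrl group. The rats lay between 22.9% and 28.4% for LPS and between 40.0% and 42.8% for Ctrl, though the probes had been chosen for differing. Chance is argued against for this number, since 1 of the 35 divisions of the arrays into 4 and 4, the real one, gave as many. With only 35 divisions this is limited evidence. The highest other division, with 2 LPS arrays on each side, gave 50 such calls. Signals near background are argued against: of the 1266 probes well above background in both channels on all arrays 4.82% were hypomethylated, against 0.627% of such mRNA probes. With each channel scaled to its own median in place of the spike-ins, 48 were hypomethylated and 0 hypermethylated, 3.12% against 0.554% of mRNA probes. The limit for that test had been set at a fall of more than 1.5-fold after the 72 had been seen, and 48 lies exactly on it, so the scaling is argued against as the whole cause by the calls that stay and not by that limit. In the median signals 9 probes of the series were hypomethylated. Chance cannot be excluded for those, since 6 of the 35 divisions gave as many, and 50 were hypomethylated without LPS rat 3. Of the 72, 8 were called there too. A difference between scans cannot be told apart from LPS, since 0 scans hold both groups. An effect of LPS on these transcripts stays open, as untested.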

How the results depend on the processing

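The 5 alternatives named below as added were chosen only after the results had been seen. The median signals, which replaced absent mean signals, were chosen after numbers of calls from the deposited values had been seen. All other alternatives, the test, the filter and the threshold were set before the data were examined. The cause of a change was not tested unless stated.

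No paired analysis was possible because the rats of the LPS and Ctrl groups share no replicate numbers. The scan as a block was not run, because each group has its own scan. The gene family results were not run, because their probes have no names.

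The median signals gave 80 hypomethylated and 3 hypermethylated mRNAs, and 15 and 1 lncRNAs, 96.0% of them hypomethylated, and limma left 431 probes past the adjusted p (Benjamini-Hochberg). Numbers in the same order follow. Background-subtracted signals gave 131, 79, 89 and 51, 62.9% and 226. Normexp background correction gave 6, 5, 0 and 0, 54.5% and 7, with 1542 probes at an unadjusted P under 0.05 in limma. Processed signals gave 142, 96, 99 and 45, 63.1% and 4. Median scaling of each channel gave 78, 20, 14 and 6, 78.0% and 418. Loess within arrays gave 94, 17, 27 and 5, 84.6% and 400. The deposited values gave 195, 47, 85 and 14, 82.1% and 266. The methods' t-test gave 66, 3, 13 and 1, 95.2% and 1. The 3 other filters, the log2 ratio of IP to Sup, the ratio of arithmetic means and keeping outlier spots moved none of these by more than 1.5-fold. Of the 99 calls, 56 were also called with background-subtracted signals, 8 with normexp, 61 with processed signals, 87 with median scaling, 80 with loess and 74 with the deposited values.

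Of the added alternatives on the deposited values, the methods' t-test with each channel well above background gave 156, 31, 67 and 9, 84.8% and 74. Limma on the same probes gave 184, 42, 75 and 11, 83.0% and 298. Over all probes of the deposited table, the methods' t-test gave 165, 36, 73 and 13, 82.9% and 57. The unequal-variance test gave 139, 32, 69 and 11, 82.9% and 0 after Benjamini-Hochberg adjustment (smallest adjusted p 0.120, 1935 at an unadjusted P under 0.05). The equal-variance test on log2 gave 162, 34, 74 and 13, 83.4% and 0 (smallest 0.0860, with 2258).

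Leaving out each rat in turn gave 59 (without Ctrl rat 17) to 213 (without Ctrl rat 20) hypomethylated mRNAs and 3 (without LPS rat 3) to 9 (without Ctrl rat 17) hypermethylated mRNAs. Hypomethylated lncRNAs numbered 10 (without Ctrl rat 17) to 28 (without Ctrl rat 20), and hypermethylated lncRNAs 0 (without LPS rat 1) to 4 (without Ctrl rat 17). The share of hypomethylated calls lay between 84.1% (without Ctrl rat 17) and 98.1% (without LPS rat 3). Past the adjusted p in limma were 1 (without Ctrl rat 18) to 594 (without LPS rat 3). It was 533 without Ctrl rat 20, and at most 8 without any one of the other 6 rats, with 3862 to 4890 probes at an unadjusted P under 0.05. That count is therefore unstable when an array is removed, whichever of those 6 it is. The loss of power with fewer arrays was not told apart from the influence of a rat.

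In the unassigned series of probes, the median signals gave 9 hypomethylated and 0 hypermethylated. Hypomethylated were 28 with background-subtracted signals, 0 with normexp, 46 with processed signals, 36 with loess, 77 with the deposited values, 72 and 76 with the added t-test and limma on the probes well above background, and 73 in each added test over all probes. Hypermethylated were 10 with background-subtracted and 9 with processed signals. Leaving out each rat gave 7 (without LPS rat 6) to 50 (without LPS rat 3) hypomethylated and 0 to 2 (without Ctrl rat 20) hypermethylated.

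The median m6A level of the arrays differed by -1.06 percentage points between LPS and Ctrl, -1.57 (without Ctrl rat 18) to -0.702 (without Ctrl rat 17) with a rat left out. The difference reversed to 0.381 with processed signals, 0.530 with median scaling and 0.0465 without a filter on dim probes. Median scaling and loess (-0.152) center the channels of each array by construction, so their values do not bear on a difference between the groups. With the well-above-background filter the difference was -2.26, larger than the SD of either group. The exact permutation test, two-sided, gave p between 0.0857 (loess, and without Ctrl rat 18) and 0.886 (without a filter) over these alternatives.

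Of the 46 named transcripts 18 were called. Of those tested, none changed direction in m6A level under the alternatives set beforehand (44 were tested with the well-above-background filter) or under the added t-test and limma on the probes well above background. The 3 added tests over all probes were not run for them. The number called was 34 with background-subtracted signals, 3 with normexp, 41 with processed signals, 25 with median scaling, 26 with loess, 46 with the deposited values, and 46 with either added test on the probes well above background. With a rat left out it was 16 (without LPS rat 1) to 22 (without Ctrl rat 20).

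Total signal was higher in LPS for 2551 probes and lower for 354 (limma). Median scaling gave 1893 and 872, quantile normalization 1372 and 1199, the Sup channel alone 3642 and 139, and background-subtracted signals 4711 and 806, in all 5517. The median over all probes moved from a log2 change of 0.08 to 0.22 with background-subtracted signals and to 0.11 with the Sup channel alone. It reversed to -0.07 with median scaling and to -0.02 with quantile normalization. Leaving out a rat gave 1171 (without LPS rat 5) to 3864 (without Ctrl rat 20) higher, 114 (without LPS rat 5) to 871 (without Ctrl rat 17) lower, and 1285 (without LPS rat 5) to 4331 (without Ctrl rat 17) in all. The number of named transcripts called in total signal was 11 (without LPS rat 5) to 22 (without Ctrl rat 20). In the Sup channel alone, the total signal of Mettl7b reversed to 0.18 and the total signal of LOC103692564 reversed to -0.13, since that measure leaves out IP.

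The first branch of the clustering of called transcripts separated LPS from Ctrl. Clustering all tested transcripts instead put 1 array on the other side. On the called transcripts, 1 minus the Pearson correlation put 0 there, and it was not run on all tested transcripts.

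Signal over background limits the m6A levels. The median Sup signal was 25 over a background of 9 in the LPS group and 21 over 10 in the Ctrl group. Of the 46 named transcripts, 26 were well above background in both channels on all arrays.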

Differences from the paper's values

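The alternatives on the deposited values with a filter on each channel or over all probes were chosen only after the results had been seen. The others were set before the data were examined.

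The paper gives 156 hypomethylated and 31 hypermethylated mRNAs, against 80 and 3 here. For the hypomethylated mRNAs, background-subtracted signals (131), processed signals (142), the deposited values (195), leaving out LPS rat 3 (126) and leaving out Ctrl rat 20 (213) came within 1.5-fold of the paper's number, and the other alternatives set before the data were examined did not. For the hypermethylated mRNAs none of those alternatives did, the deposited values giving 47. The paper gives 67 hypomethylated and 9 hypermethylated lncRNAs, against 15 and 1 here. Background-subtracted signals (89), processed signals (99) and the deposited values (85) came within 1.5-fold for the hypomethylated lncRNAs and median scaling of each channel (6) for the hypermethylated lncRNAs, and the others did not.

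Together these are 187 mRNAs and 76 lncRNAs, 263 transcripts, in the paper, against 83, 16 and 99 here. For the mRNAs, background-subtracted signals (210), processed signals (238), the deposited values (242) and leaving out LPS rat 3 (129) or Ctrl rat 20 (218) came within 1.5-fold. For the lncRNAs, the deposited values (99) did. For the sum, background-subtracted signals (350), processed signals (382), the deposited values (341) and leaving out Ctrl rat 20 (248) did. The other alternatives set before the data were examined did not. The deposited values with the methods' t-test and each channel well above background on at least 4 of the 8 arrays gave 156, 31, 67 and 9, equal to the paper's numbers, with a filter chosen after seeing the values. The other alternatives chosen after seeing the values also came within 1.5-fold for all of these numbers. They were limma on the same probes (184, 42, 75 and 11) and, over all probes of the deposited table, the methods' t-test (165, 36, 73 and 13), the unequal-variance test (139, 32, 69 and 11) and the equal-variance test on log2 (162, 34, 74 and 13).

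For the fold change of LOC103690224 the paper gives 0.437, against 0.742 here, with 0.457 for background-subtracted signals, 0.452 for processed signals and 0.417 for the deposited values. For the fold change of Mettl7b it gives 0.415, against 0.680 here, with 0.419, 0.410 and 0.375 in the same order. For the fold change of LOC102556412 it gives 0.370, against 0.618 here, with 0.487, 0.437 and 0.400. For the fold change of Np4 it gives 0.235, against 0.596 here, with 0.309, 0.269 and 0.246. For these 4 transcripts the other alternatives set before the data were examined stayed apart from the paper's values. The paper gives 2.34 for the fold change of Tnfrsf26, against 1.47 here. Background-subtracted signals (2.35), processed signals (2.50), median scaling (1.60), loess (1.57), the deposited values (2.48) and leaving out Ctrl rat 17 (1.62) did not differ from it by the same measure.

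The paper gives 0.433 for the fold change of LOC102546594, against 0.681 here, with 0.539 for background-subtracted signals, 0.473 for processed signals, 0.596 for loess and 0.436 for the deposited values. The fold change of RatNP-3b is 0.220 in the paper, against 0.344 here, with 0.257, 0.213, 0.293 and 0.192 in the same order, and 0.299 without LPS rat 3, 0.309 without LPS rat 5 and 0.291 without Ctrl rat 20. These did not differ from the paper's values by the same measure, and the other alternatives set before the data were examined did. The deposited values with the methods' t-test and the filter chosen after seeing the values gave the paper's fold change for each transcript named here, and the probes had been named by that match. Limma on those probes, also chosen after seeing the values, gave the same fold changes as the deposited values.

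For a further 4 transcripts no fold change can be read from the arrays, since the Sup signal was not well above background on any Ctrl array, and for Reg1a the IP signal was not either. The pairs of values are given only because they differ. They are 0.515 in the paper and 0.859 here for LOC690414, 0.531 and 0.823 for LOC102549203, 0.364 and 0.603 for Reg1a, and 0.382 and 0.619 for Fabp1. For these 4, background-subtracted signals, processed signals and the deposited values did not differ from the paper's values. Nor did loess for LOC102549203, Reg1a and Fabp1, leaving out LPS rat 5 for Reg1a or leaving out LPS rat 3 for Fabp1. The other alternatives set before the data were examined did. The alternatives on the deposited values with a filter on each channel, chosen after seeing the values, did not differ from the paper's values either.

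The paper lists 46 transcripts of Table 1 and Supplementary Tables 1 and 2 as differentially m6A-modified. Here 18 of them were called and 28 were not. The deposited values called all 28, and so did both alternatives chosen after seeing the values that were run on the probes well above background. Of the 28, background-subtracted signals called 18, processed signals 24, median scaling 7 and loess 8. The log2 ratio of IP to Sup, the ratio of arithmetic means and the methods' t-test called 1 each. Leaving out LPS rat 3, 5 or 6 called 1, 2 and 3 of them, and leaving out Ctrl rat 15, 17, 18 or 20 called 1, 3, 1 and 4.

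Supplementary Table 2 lists F12 among the hypomethylated mRNAs with a fold change above 1, which that label cannot hold, while Supplementary Table 3 lists it among the hypermethylated mRNAs. Here its log2 fold change was 0.45, with the m6A level higher in the LPS group. The paper ranks RatNP-3b as the most hypomethylated mRNA and Tnfrsf26 as the most hypermethylated one. Here Slpil3 (log2 fold change -1.77) and Slpi (-1.66) were below RatNP-3b (-1.54), and LOC680875 (0.72), LOC498265 (0.60) and Cnga4 (0.58) were above Tnfrsf26 (0.56). Among lncRNAs the paper ranks LOC102556412 as the most hypomethylated and Meaf6 as the most hypermethylated. Here AABR07019437.5 (-0.90), AABR07064635.1 (-0.87) and LOC102552157 (-0.70) were below LOC102556412 (-0.69), and LOC102556135 (0.55) and LOC103693543 (0.54) were above Meaf6 (0.45). Standard errors were 0.354 for RatNP-3b, 0.172 for Tnfrsf26, 0.124 for LOC102556412 and 0.144 for Meaf6. Most of these differences in rank lie within them, and the orders were not tested. The Sup signal was well above background on 2 Ctrl arrays for RatNP-3b and LOC102556412, and on 1 for Cnga4.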

Other observations

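The tests on the deposited values, on the number past the adjusted p, on total signal and on the other groupings were chosen only after the results had been seen, while those of the median scaling, the number of calls, the scans, the IP signal and the unadjusted P had been set beforehand.

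Hypomethylated calls outnumbered hypermethylated ones, 95 to 4 in the median signals. Scaling to the spike-ins sets the level that counts as no change. With each channel scaled to its own median the share of hypomethylated calls was 78.0%, and in the deposited values, scaled the same way, it was 74.9% (167 to 56). Both stayed above the 60% limit set for the tests, which argues against the scaling as the whole cause. The share is smaller with other signals, 63.1% with processed and 62.9% with background-subtracted signals, and 54.5% of 11 calls with normexp. Chance cannot be excluded for the number of calls. Of the 35 divisions of the 8 arrays into 4 and 4, 3 gave at least 99 calls, and 1 of the others reached 122. One-sided calls can arise without a difference between LPS and Ctrl, though no such division gave as many calls. Divisions that gave 121 to 1, 114 to 0 and 95 to 1 in the 2 directions had 3 of the 4 LPS arrays on one side, and so carry part of that difference. Those with 2 LPS arrays on each side gave fewer calls. Some of these were one-sided, with 45 to 1, 40 to 8, 34 to 6 and 22 to 2. Others were less so, with 31 to 25 and 30 to 17. One-sidedness alone therefore does not tell LPS from another difference between the arrays. Leaving out Ctrl rat 20 raised the number to 248, and leaving out LPS rat 3 raised it to 155. For the 263 calls from the deposited values with the methods' t-test and the filter on each channel, chance is argued against. Of the 35 divisions only the real one gave as many and the highest other gave 194, though 35 cannot exclude chance. The one-sidedness of those calls was not compared with other divisions. A difference between scans cannot be told apart from LPS, since 0 scans hold both groups. An effect of LPS on m6A stays open beside it.

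Over only 35 divisions, chance is argued against but not excluded for the number of probes past an adjusted p of 0.05 (limma, Benjamini-Hochberg). That number was 431 in the real division, the only one of the 35 that gave as many, and the highest other gave 1. It was 594 without LPS rat 3 and 533 without Ctrl rat 20, and fell to between 1 (without Ctrl rat 18) and 8 (without LPS rat 6) when any one of the other 6 rats was left out. Whether the calls at the unadjusted P are false positives stays open. Limma gave 5252 probes with an unadjusted P under 0.05, against 1729.25 expected, which by the test set beforehand counts against false positives alone. However, 2 of the 35 divisions gave as many, another one reaching 5470, so that number decides nothing.

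Total signal, IP and Sup together, was higher in the LPS group for 2551 probes and lower for 354 at an adjusted p of 0.05 and a fold change of 1.5 (limma, Benjamini-Hochberg). The lean to higher depended on the scaling, with 1893 to 872 for median scaling and 1372 to 1199 for quantile normalization. It was 4711 to 806 with background-subtracted signals and 3642 to 139 with the Sup channel alone. Leaving out each rat gave 1171 (without LPS rat 5) to 3864 (without Ctrl rat 20) higher and 114 (without LPS rat 5) to 871 (without Ctrl rat 17) lower. Chance is argued against for the 2905 probes called with all rats and the spike-in scaling. Of the 35 divisions 1 gave as many and the highest other gave 1, though 35 cannot exclude chance. Scan and LPS are confounded here too.

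Of the 95 hypomethylated calls, total signal was higher in the LPS group for 93 (97.9%), against 62.9% of all probes tested, both with the spike-in scaling. Their median log2 change was 1.56 for total signal, 1.90 for Sup and 0.78 for IP, and IP was higher in 82. An IP channel near background that cannot follow the rise of Sup is argued against as the whole cause. Of the 95 calls, 79 had IP well above background on all arrays. For these the median log2 change of total signal was 1.45, with IP higher in 68. Total signal contains the rise of Sup and the IP signal keeps its background, so a partial effect is not excluded. Of the 99 calls, 74 were also called in the deposited values, 61 with processed signals, 56 with background-subtracted signals and 8 with normexp. How far the background correction decides the calls stays open. A candidate explanation is that total signal and m6A level are computed from the same Sup signal. In 18 other groupings of the arrays with at least 10 hypomethylated calls, a median of 92.4% of these calls had higher total signal (73.3% to 100%), and 6 groupings were as high as the real one. The share of calls with higher total signal is therefore in line with that explanation. Whether the size of the rise is accounted for by that explanation was not tested. Of the 95, 54 were themselves called higher in total signal and 0 lower (limma). No other division of the arrays gave more than 1 call in total signal over all probes, so none could serve as a comparison. Whether transcripts that LPS induces carry less m6A stays open, as untested.

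The first branch of the clustering separated the groups on the called transcripts. These transcripts were chosen for differing, so the separation is no evidence of its own. Choosing them did not give it in most divisions: of 27 with enough calls to cluster, 4, the real one included, were separated by their own calls. Over all tested transcripts 1 array was out of place. What gives the separation stays open.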
